# Transcription Factors Sox2 and Sox3 Directly Regulate the Expression of Genes Involved in the Onset of Oligodendrocyte Differentiation

**DOI:** 10.3390/cells13110935

**Published:** 2024-05-29

**Authors:** Jesse Rupprecht, Simone Reiprich, Tina Baroti, Carmen Christoph, Elisabeth Sock, Franziska Fröb, Michael Wegner

**Keywords:** transcription factor, SoxB1 proteins, myelin, glia, Zfp488, Nkx2.2

## Abstract

Rapid information processing in the central nervous system requires the myelination of axons by oligodendrocytes. The transcription factor Sox2 and its close relative Sox3 redundantly regulate the development of myelin-forming oligodendrocytes, but little is known about the underlying molecular mechanisms. Here, we characterized the expression profile of cultured oligodendroglial cells during early differentiation and identified Bcas1, Enpp6, Zfp488 and Nkx2.2 as major downregulated genes upon Sox2 and Sox3 deletion. An analysis of mice with oligodendrocyte-specific deletion of Sox2 and Sox3 validated all four genes as downstream targets in vivo. Additional functional assays identified regulatory regions in the vicinity of each gene that are responsive to and bind both Sox proteins. Bcas1, Enpp6, Zfp488 and Nkx2.2 therefore likely represent direct target genes and major effectors of Sox2 and Sox3. Considering the preferential expression and role of these genes in premyelinating oligodendrocytes, our findings suggest that Sox2 and Sox3 impact oligodendroglial development at the premyelinating stage with Bcas1, Enpp6, Zfp488 and Nkx2.2 as their major effectors.

## 1. Introduction

Oligodendrocytes are myelin-forming cells of the vertebrate nervous system and are essential for rapid saltatory conduction in the central nervous system (CNS). They develop from neuroepithelial precursor cells of the ventricular zone that also give rise to neurons and astrocytes. After specification to oligodendroglial progenitor cells (OPCs) and further expansion of the OPC pool, cells migrate to their destination site where they develop into premyelinating oligodendrocytes and initiate the terminal differentiation process that eventually converts them into mature oligodendrocytes with myelin sheaths.

This multistage process of developmental myelination is regulated by external signals in combination with a cell-intrinsic gene regulatory network that consists of many interacting regulators, including transcription factors, chromatin remodeling and modifying proteins, as well as regulatory RNAs [1,2,3,4]. Remyelination in the adult CNS follows similar principles.

Over the years, several members of the Sox protein family have been identified as transcription factors with prominent roles in oligodendroglial cells. This includes Sox10 as an important determinant of oligodendroglial identity that is active at all stages of oligodendrocyte development and is particularly relevant for differentiation and myelination [5,6]. Sox10 is aided in its task by the closely related, paralogous Sox8 and Sox9, and modulated in its function by the more distantly related Sox5 and Sox6 proteins [7,8]

Another Sox protein with importance in oligodendroglial cells is Sox2. Despite early in vitro-based reports on the absence of Sox2 in oligodendroglial cells [9], it is clear now that Sox2 is expressed in cells of the oligodendrocyte lineage in vivo [10,11]. This includes both OPCs and premyelinating oligodendrocytes. At later stages of terminal differentiation, Sox2 expression is extinguished. Depending on the Cre transgene used for the deletion of Sox2 in oligodendroglial cells, the exact CNS region studied, the time point and the physiological context (e.g., developmental myelination vs. remyelination), slightly varying results have been obtained regarding its function [11,12,13,14]. However, the synopsis of all studies suggests a role of Sox2 in OPCs where it sustains progenitor cell characteristics and permits efficient proliferation and proper expansion of the cell pool, as well as a second function in the recruitment of OPCs for terminal differentiation and in priming them as premyelinating oligodendrocytes for the myelination process. Intriguingly, there is also evidence that Sox2 is co-expressed at all times during oligodendrocyte development with another member of the SoxB1 subgroup of Sox proteins, the closely related Sox3 [15]. Both proteins function redundantly, with Sox2 being the bigger contributor to the shared function [11].

Here, we analyze the consequences of a joint loss of Sox2 and Sox3 on the oligodendroglial expression profile and detect a decreased expression of genes that are typical for the premyelinating stage. By focusing on the role of Sox2 and Sox3 in the early phases of differentiation, we furthermore show that Bcas1, Enpp6, Zfp488 and Nkx2.2 are direct targets of Sox2 and Sox3 in vitro as well as in vivo. We therefore conclude that Sox2 and Sox3 exert their effects on oligodendroglial differentiation in premyelinating oligodendrocytes at least in part through these molecules. From the fact that the exact regulatory regions used by Sox2 and Sox3 to activate the expression of these genes overlap only partially with regulatory regions employed by Sox10 and/or Olig2, we furthermore infer that the molecular mode of action differs at least partially between SoxB1 proteins and other transcription factors with relevance for oligodendrocyte differentiation.

## 2. Materials and Methods

### 2.1. Plasmids

Expression plasmids were based on pCMV5 for Sox10, Sox2, Nkx2.2 and Myrf, as described [11,16,17]. Additionally, the Sox3 coding sequence (BC052024.1) was inserted into pCMV5 using EcoRI and XbaI restriction enzymes. Reporter plasmids were based on pTATA-luc [16,17] and contained potential regulatory regions in front of β-globin minimal promoters and luciferase reporters. For *Nkx2.2* regulatory regions, the plasmids have been described before [17]. For *Bcas1*, *Enpp6* and *Zfp488* genes, potential regulatory regions were identified from published ChiP-seq data for Sox10, Sox2 and Olig2 (GSE64703, GSE35496, GSE42447), amplified from mouse genomic DNA by PCR and inserted between KpnI and XhoI sites of pTATA-luc. 

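The 14 regions analyzed for the Bcas1, Enpp6 and Zfp488 genes were set against the GENCODE M21 gene annotation of GRCm38, the genome build also called mm10. Distances were taken from the middle of each region to the annotated 5′ end of the whole gene, negative for positions upstream of it. The regions were between 161 and 1475 bp long. Of these, 6 lay in introns only, 2 reached into exons and 6 lay outside the gene they were tested for.

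Bcas1 (ENSMUSG00000013523) is a protein-coding gene on the minus strand of chromosome 2 from 170346991 to 170427845, with 9 annotated transcripts and up to 13 exons in one of them. Its 2 upstream regions had their middles at −42.0 and −3.33 kb, and neither overlapped an annotated gene. The +20RR lay 21.1 kb downstream of the 5′ end. It overlapped exons of Bcas1 and of the antisense gene Bcas1os1, and reached across the 5′ end of a shorter Bcas1 transcript at 170406509. The +23RR was intronic, at 23.9 kb.

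Enpp6 (ENSMUSG00000038173) spans 46986887 to 47096762 on the plus strand of chromosome 8, with 6 transcripts and at most 8 exons. Upstream of it were the −18RR, with its middle at −18.4 kb, the −40RR at −40.8 kb and the farthest region at −90.1 kb. The +1.5RR, +18RR and +69RR were intronic, at 1.84, 18.9 and 70 kb. The +43RR, with its middle at 43.9 kb, reached an exon of Enpp6 in a transcript other than the one drawn. The +151RR lay beyond the 3′ end of the gene, within the annotated gene E330018M18Rik.

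Zfp488 (ENSMUSG00000044519) has a single annotated transcript of 2 exons on the minus strand of chromosome 14, from 33967070 to 33978764. By this annotation both of its regions lay in the intron, with the middle of the −1.6RR 1.78 kb and that of the promoter region 3.69 kb downstream of the annotated 5′ end.

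**Figure D1:**
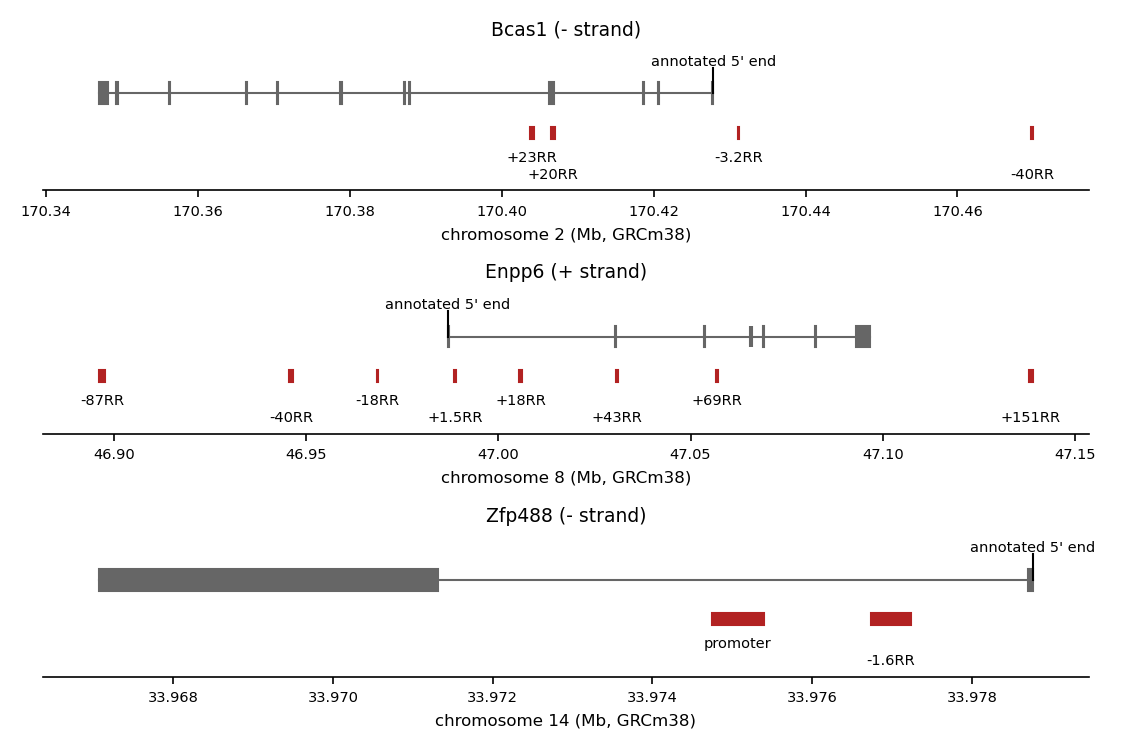
Maps of the Bcas1, Enpp6 and Zfp488 genes against their position on chromosomes 2, 8 and 14 of GRCm38, in megabases. Grey boxes are annotated exons, the grey line is the extent of the transcript drawn and red boxes are the 14 regions, of which 6 lie outside the gene.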

Coordinates for the analyzed regions are as follows: for the *Bcas1* locus −40RR (mm10, chr2:170,469,729–170,469,922), −3.2RR (mm10, chr2:170,431,095–170,431,255), +20RR (mm10, chr2:170,406,423–170,407,031) and +23RR (mm10, chr2:170,403,672–170,404,285); for the *Enpp6* locus −87RR (mm10, chr8:46,896,077–46,897,551), −40RR (mm10, chr8:46,945,487–46,946,631), −18RR (mm10, chr8:46,968,408–46,968,577), +1.5RR (mm10, chr8:46,988,412–46,989,034), +18RR (mm10, chr8:47,005,420–47,006,129), +43RR (mm10, chr8:47,030,633–47,031,002), +69RR (mm10, chr8:47,056,707–47,057,098) and +151RR (mm10, chr8:47,138,031–47,139,054), and for the *Zfp488* locus −1.6RR (mm10, chr14:33,976,737–33,977,235) and the promoter (mm10, chr14:33,974,752–33,975,391).

### 2.2. Cell Lines, Culture Conditions, and Luciferase Assays

Neuro2a cells were obtained from ATCC (CCl-131) and maintained in high-glucose Gibco DMEM (Thermo Fisher Scientific, Dreieich, Germany, 11965092) with 10% Gibco FCS (Thermo Fisher Scientific, 10500064) and Pen/Strep (Thermo Fisher Scientific, 15140122). For luciferase reporter assays, Neuro2a cells were seeded in 24-well plates and transfected with 1.5 µg of luciferase reporter plasmid and 750 ng of pCMV5-based expression plasmids for *Nkx2.2* regulatory regions, and with 300 ng luciferase reporter plasmid and 300 ng pCMV5-based expression plasmids for *Bcas1*, *Enpp6* and *Zfp488* regulatory regions using Xfect according to the manufacturer’s instructions (Takara Biotech, Saint-Germain-en-Laye, France, 631318). Overall, the DNA amounts per well were kept constant. Luciferase assays and their analysis were reported elsewhere [17].

### 2.3. Animals, Immunohistochemistry, In Situ Hybridization and Primary Oligodendroglial Cultures

Rats and mice were housed under standard conditions with 12 h dark–light cycles and continuous access to food and water according to animal welfare laws. Both male and female pups were used for analysis. Transgenic and control mice were of a mixed C3H x C57Bl/6J background. Transgenic mice carried floxed *Sox2* [18] and *Sox3* [19] alleles for some experiments in combination with a Sox10-Cre BAC transgene [20].

For immunochemistry, spinal cord tissue from newborn pups of Sox2^flox/flox^ Sox3^flox/flox^ Sox10-Cre mice and controls underwent fixation in 4% paraformaldehyde, dehydration in 30% sucrose, freezing and tissue sectioning on a cryotome. Transverse spinal cord sections (10 µm thickness) at forelimb level were stained with primary antibodies against Sox10 (goat antiserum; 1:3000) [21], Bcas1 (rabbit antiserum; 1:500; Synaptic System, Göttingen, Germany; Cat. No. 445003) and Nkx2.2 (mouse antiserum; 1:50; DS Hybridoma Bank, University of Iowa, Iowa City, IA, USA; 74.5A5). Secondary antibodies conjugated to Alexa Fluor 488 (Molecular Probes, Eugene, OR, USA) or Cy3 immunofluorescent dyes (Dianova, Hamburg, Germany) were used for detection. Adjacent cryotome sections were also used for in situ hybridizations using DIG-labeled antisense riboprobes specific for *Enpp6* (nucleotides 591-1199 of NM_177304) and *Zfp488* (complete open reading frame of NM_001013777.2) following standard procedures [6]. Staining was documented on a Leica DMI6000B inverse microscope (Leica, Wetzlar, Germany) or Leica MZFLIII stereomicroscope equipped with camera.

To obtain rodent primary oligodendroglial cells, mixed glial cultures were prepared from the brains of newborn Wistar rats or the brains of Sox2^flox/flox^ Sox3^flox/flox^ mouse pups two days after birth [11,22,23]. Following shake-off of the loosely attached oligodendroglial cells from the astrocytic cell layer and microglial depletion, primary rat oligodendroglial cells were grown on poly-ornithine (Sigma-Aldrich, Hamburg, Germany, P3655)-coated cell culture dishes in N2-supplemented medium containing 10 ng/mL PDGF-A and 10 ng/mL FGF2 to allow for proliferation. For differentiation, growth factor-containing medium was replaced by SATO medium containing T3 and T4 hormones. Mouse primary oligodendroglial cells were seeded onto dishes coated with poly-D-lysine (Sigma-Aldrich, P6407) and laminin (Sigma-Aldrich, L2020). Proliferation was in basal medium supplemented with B27, N2, ITS, 10 ng/mL PDFG-AA and 10 ng/mL FGF2. To induce recombination of the floxed alleles, 0.4 pmol/mL Tat-Cre protein was added 24 h and 48 h after seeding. Differentiation was induced after 3 days in culture by exposure to 1% FCS for an additional 4 days before harvest.

### 2.4. RNA Preparation, and Quantitative RT-PCR

Total RNA was isolated from primary mouse oligodendroglial cells after 4 days of differentiation using the miRVana miRNA isolation kit (Ambion, Thermo Fisher Scientific) and DNAse-treated. To determine the efficiency of Cre-dependent gene deletion, RNA samples were reverse transcribed and subjected to quantitative PCR (CFX96 Real-Time PCR System, Bio Rad, Feldkirchen, Germany) using primers 5′-AGACTCCGGGCGATGAAAA-3′ and 5′-TGCAGAATCAAAACCCAGCAA-3′ for *Sox2*. Transcript levels were normalized to *Rpl8*.

### 2.5. RNA-Sequencing (RNA-Seq) and Bioinformatical Analysis

RNA samples from primary mouse oligodendroglial cells were quantified on a Qubit 4.0 Fluorometer (Life Technologies, Thermo Fisher Scientific) and RNA integrity confirmed on an Agilent 5300 Fragment Analyzer (Agilent Technologies, Santa Clara, CA, USA). Sequencing libraries were prepared using the TruSeq Stranded mRNA Kit (Illumina, San Diego, CA, USA), multiplexed and sequenced on an Illumina HiSeq2500 platform with a 2× 100 bp single-end configuration. On average, 59 million reads were generated per sample library and aligned to the Mus musculus GRCm38 genome. To reduce batch effects, RuvSeq (Galaxy Version 1.26.0) was applied before DESeq2 (Galaxy Version 2.11.40.8) was used to generate PCA plots and identify genes in samples from Sox2/Sox3 double-deficient oligodendroglial cells that are differentially expressed relative to controls. Differentially expressed genes (DEG) were defined by a log2-fold change ≥ ±0.7 and a *p*-value ≤ 0.05. Gene expression datasets are deposited in GEO under GSE263925. Gene ontology (GO) analysis (DAVID) [24] and gene set enrichment analysis (GSEA, Broad Institute, http://software.broadinstitute.org/gsea/index.jsp (accessed on 10 February 2024)) were used to identify changes in the expression of select gene sets.

### 2.6. Chromatin Immunoprecipitation (ChIP)

Chromatin immunoprecipitations were carried out as published [17]. The chromatin of primary rat oligodendroglia, which was cross-linked, purified and sheared directly after shake-off (OPC) or after 4 days of differentiation (OL), was precipitated with self-made rabbit anti-Sox2 antiserum [11] and the corresponding rabbit pre-immune serum coupled to Protein A-Sepharose beads (GE Healthcare, Düsseldorf, Germany, 17-0780-01) pre-blocked with bovine serum albumin. After cross-link reversal and purification from input and precipitated chromatin fragments, DNA was used for quantitative PCR to calculate the fold enrichment of specific DNA regions with anti-Sox2 antibodies over the enrichment with pre-immune serum using the ΔΔCt method. The following primers were used: 5′-GAATGACTGAAATCCGGCGC-3′ and 5′-GGAGAAAGGGAACGGCTTGA-3′ for *Bcas1* −40RR, 5′-GTGTGAAAGGGTGGTGAGCA-3′ and 5′-GCCATTTCTCTGCCCCATTACT-3′ for *Bcas1* −3.2RR, 5′- TGGGGTTTTATCTGGAGCCG-3′ and 5′-TCTTGACACTCTCTCGGCCT-3′ for *Bcas1* +20RR, 5′-GGAAGGACCCTGAGAGAAACA-3′ and 5′-ATGGACAAGCGGGGCATTTA-3′ for *Bcas1* +23RR, 5′-GGGTCTGTATTAAAGGTGCTGC-3′ and 5′-CTCAGAGATTTCCCCCTGCC-3′ for *Enpp6* −87RR, 5′-GAGGGACAAAAGGAAGGGGG-3′ and 5′-GTCGGCCAAAACAGAGAGGA-3′ for *Enpp6* −40RR, 5′-TCCAAAGTCAAGACCATAACTCTGA-3′ and 5′-TGGTCTGCTTGGAACCGAAG-3′ for *Enpp6* −18RR, 5′-TGACAGAGCCTTTGTGCCAA-3′ and 5′-GGAGACACAATTCATAAGCTGCC-3′ for *Enpp6* +1.5RR, 5′-GGGGTTGGAGTTGGGGAG-3′ and 5′-TCAAATGCAATCACAGGAACCA-3′ for *Enpp6* +18RR, 5′-AGTATGGTGGCTTCTCAAGGA-3′ and 5′-CTGCTTCTTGTTTGTCCTTCTCTG-3′ for *Enpp6* +43RR, 5′-GTCAAGGAAGGGCAAGGACA-3′ and 5′-GGCAATCCTCGTCCTTCCTT-3′ for *Enpp6* +151RR, 5′-GCTGCTCAACAAGGCCCTT-3′ and 5′-AATGTCGATGGCAAAGGGGG-3′ for *Zfp488* −1.6RR, and 5′-TCGCACAAACATGGCTCAGA-3′ and 5′-CCAATGGCAGAAAAGATGGGC-3′ for *Zfp488* promotor. Primers for the detection of *Nkx2.2* regulatory regions and negative controls (neg1, neg2) were described before [17].

### 2.7. Statistical Analysis

Biological replicates were defined as the results from independent animals, experiments or independently generated, separate samples. Sample size was *n* = 2 for the RNA-seq and *n* ≥ 3 for all other mice and molecular biology experiments. Investigators were not blinded in animal experiments. GraphPad Prism8 (GraphPad software, La Jolla, CA, USA) was used for statistical testing using two-tailed Student’s *t*-tests and analysis of variance (ANOVA) to determine differences in cell numbers, luciferase activity or immunoprecipitated DNA (* *p* ≤ 0.05; ** *p* ≤  0.01, *** *p*  ≤  0.001). Variance between statistically compared groups was similar.

## 3. Results

### 3.1. Identification of SoxB1-Dependent Changes in the Oligodendroglial Expression Profile

To obtain the first indication of the role of Sox2 and Sox3 in oligodendroglial cells on a mechanistic level, we generated mixed glial cultures from Sox2^fl/fl^ Sox3^fl/fl^ mouse pups and isolated oligodendroglial progenitor cells (mOPCs) by shake-off (Figure 1a). The resulting mOPC cultures were kept for 3 days under proliferating conditions and treated twice during this period with TAT-Cre protein. Subsequently, cells were switched to differentiating culture conditions and kept there for 4 days before harvesting. Mock-treated cultures served as control. This approach was chosen because one of our earlier studies [11] failed to detect dramatic changes in OPC properties or numbers in mice with combined oligodendroglial deletion of Sox2 and Sox3 and found defects restricted to the early stages of oligodendrocyte differentiation. By this protocol, deletion rates of 90% were achieved (Figure 1b). After 4 days in differentiating conditions, cells were harvested and two samples for each treatment underwent RNA-seq for expression profiling. 

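Expression was profiled in 4 libraries of primary mouse oligodendroglial cells kept for 3 days under proliferating and 4 days under differentiating conditions. They came from 2 cultures that received Tat-Cre, a Cre recombinase that enters cells from the medium, in 2 applications (dko) and from 2 mock-treated cultures (ctrl). The sample labels name Tat-Cre for all 4 cultures and a wild-type genotype for the ctrl cultures. The treatments used here are those the paper gives. Each dko library carries one replicate number in its sample title and the other in the name of its data, and the title was followed. The authors sequenced strand-specific mRNA libraries, aligned the reads to GRCm38 and deposited the number of reads on each Ensembl gene listed. The counts are whole numbers without normalization. The list holds 0 mitochondrial genes and no gene with fewer than 4 counts over the 4 libraries together, and the paper's text does not name the rule behind it. The totals were 38872252 and 41513054 counts in ctrl replicates 1 and 2 and 41568472 and 41699745 in dko replicates 1 and 2. The paper reports a higher mean number of reads per library, and the values here rest on the counts. A single count corresponds to between 0.0240 and 0.0257 CPM, the unit of expression levels here, which scales the counts of each library to the same total.

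The paper applied RUVSeq, which estimates factors of unwanted variation, before DESeq2. The paper's text does not name the variant or the number of factors, and no such factor entered the main test here. Counts were scaled by edgeR's TMM method, with factors of 1.07, 0.983, 0.975 and 0.975 in the same order, and tested with edgeR's quasi-likelihood test. The test covered the 17008 genes kept by edgeR's filter on low counts, which hold 99.974% of all counts. P-values were adjusted by the Benjamini-Hochberg method, and fold changes compare dko with ctrl. Replicates differed by more than the sampling noise, since the median chi-square of a gene was 18.8 times its chance value between the ctrl libraries and 10.1 times between the dko libraries. With 2 libraries per group, each SD rests on 2 values.

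The 2 deleted genes were examined first. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461, plus strand) had 8376 and 17264 counts in ctrl replicates 1 and 2 and 2907 and 1680 in dko replicates 1 and 2. The TMM-normalized level was 312 ± 157 CPM (SD, n = 2) in ctrl and 56.5 ± 21.5 CPM (SD, n = 2) in dko, a mean 81.9% lower. The log2 fold change was −2.47 (standard error 0.46, adjusted p = 0.137 from edgeR's quasi-likelihood test). With each library left out in turn it ran from −2.93 to −1.83. Sox2 lies inside the annotated span of the noncoding gene Sox2ot on the same strand, so reads could have been assigned to either gene. Sox3 (ENSMUSG00000045179, chromosome X, 60891366 to 60893430) was low in all libraries. It had 306 and 457 counts in ctrl and 138 and 102 in dko, a mean 68.1% lower, with a log2 fold change of −1.65 (standard error 0.31, adjusted p = 0.137 from the same test). Both genes were lower in both dko libraries than in both ctrl libraries, and both passed an adjusted p of 0.05 in the Wald test of DESeq2.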

According to the PCA plot, similarly treated probes clustered separately (Figure 1c). 

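Principal components were computed from the variance-stabilized counts of DESeq2 over the 500 most variable genes. The first component held 87.6% of the variance and the second 7.61%. On the first component, ctrl replicates 1 and 2 lay at −31.3 and −8.04 and dko replicates 1 and 2 at 17.7 and 21.6. The ctrl libraries were thus 23.2 units apart and the dko libraries 3.85. The distance from ctrl replicate 2 to the nearest dko library, 25.8, was only slightly larger than the distance between the ctrl libraries. Of the 500 genes, 37 belonged to the lists of myeloid, microglial, lipopolysaccharide and interferon response genes described for the immune-related changes. Over all genes that passed the low-count filter, the first component held 74.9%, the lowest share among the alternatives.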

Bioinformatic analysis revealed that 1695 genes were upregulated and 620 genes were downregulated (log2fold change ≥ ±0.7) (Figure 1d). 

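With the definition of the methods, a log2 fold change of at least 0.7 in either direction and an unadjusted p of at most 0.05, 1577 genes were upregulated and 580 downregulated in dko, 8.46% and 3.11% of the genes listed. All of them had both dko libraries on the same side of both ctrl libraries. Such a separation occurred in 57.9% of the genes tested, against 33.3% by chance with 2 libraries per group. At an unadjusted p of at most 0.05, without a fold change limit, 3831 genes passed (2350 higher and 1481 lower), where chance alone would give 850. After adjustment over all genes, 0 genes reached 0.05. The smallest adjusted p from edgeR's quasi-likelihood test was 0.126 and was shared by 206 genes. The Wald test of DESeq2 called 1342 genes higher and 627 lower after adjustment.

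Among genes with a base mean of at least 300, the upregulated genes with the smallest p included Ajap1, Ret, Dab2 and Msr1. Their log2 fold changes were 2.70, 4.97, 1.49 and 2.34. Ret, a receptor tyrosine kinase gene, rose from 3.97 ± 1.70 to 124 ± 28.8 CPM (SD, n = 2 each). The 5 downregulated genes were Aldoc, Pdcd4, Acsl3, Arl4a and Nkx2-2, with log2 fold changes of −1.44, −0.88, −0.96, −1.05 and −1.36.

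Apart from the adjustment, the number of upregulated genes depended most on a factor of unwanted variation estimated from the differences between replicates, as in RUVs. With it, edgeR called 983 genes up and 670 down, and DESeq2, in a combination chosen after the data were seen, 801 up and 522 down. The factor takes up part of the variation between the same replicates that set the error of the test. So does the RUVr factor used below, which is estimated from the residuals of a fit. Small adjusted p-values with either factor are therefore not independent evidence.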

According to GSEA, many changes in gene expression were associated with immune-related terms in these cultures such as positive regulation of T cell migration, T cell-mediated immunity or neuroinflammatory response (Figure 1e).

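The gene sets behind the GSEA were not used here. Gene lists written by hand took their place, and each was tested with camera of the limma package, which compares the genes of a list with all other genes tested. P-values were adjusted over 21 lists. At an adjusted p of 0.05, 17 lists passed in camera, 11 higher and 6 lower. With fry, a rotation test that takes the correlation between genes from the libraries themselves, 0 lists passed and the smallest adjusted p was 0.130.

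Of 20 genes induced by lipopolysaccharide and NF-κB, such as cytokine genes, 19 were tested and 18 were higher in dko. Their median log2 fold change was 1.79 (adjusted p = 2.3e-05 from limma's camera). The median was 1.17 without ctrl replicate 1 and 2.76 without ctrl replicate 2, because the 2 ctrl libraries differed by 1.41 in the median level of the list, while the groups differed by 1.70. The most abundant members were Saa3 (182 ± 228 CPM in ctrl and 2164 ± 782 CPM in dko, SD, n = 2), Lcn2 and Cd14. After adjustment over the list alone, 2 of the 19 genes passed at 0.05, against 0 over all genes tested.

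The 20 interferon response genes had a median of 1.04 (adjusted p = 0.00648 from limma's camera), with 18 higher. Their levels in the dko and ctrl libraries overlapped. The median was 0.31 without dko replicate 1 and 0.46 without ctrl replicate 1, and rose to 2.04 without ctrl replicate 2, and adjusted over the list alone 0 genes passed. Of 22 genes of T and NK cells, 9 had enough counts to be tested and none of these had a mean of 10 CPM or more. Their median was 0.91 (adjusted p = 0.0150 from limma's camera), with 8 higher, and 0 genes passed when adjusted over the list alone. Without dko replicate 2 it was 0.59. The most abundant were Cd28 (3.57 ± 0.536 CPM in ctrl and 4.90 ± 0.675 CPM in dko, SD, n = 2), Cd4 and Lck.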

Oligodendroglial cultures prepared by shake-off from mixed glial cultures contain contaminating microglia and astrocytes, especially when prepared from mice. Therefore, the immune-related changes in the RNA-seq studies likely resulted from deletion of Sox2 and Sox3 in microglia and/or astrocytes, or represent secondary inflammatory responses of these cells to changes induced by loss of Sox2 and Sox3 in oligodendroglial cells. 

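Genes of microglia and of astrocytes moved in opposite directions. The 18 genes of a general myeloid list were higher in dko without exception, each in both libraries. Their log2 fold changes ran from 0.92 to 1.90 with a median of 1.29 (adjusted p = 3.91e-08 from limma's camera). The most abundant, Lyz2, had 39321 and 94482 counts in ctrl replicates 1 and 2 and 237390 and 250641 in dko replicates 1 and 2. Ctss and Laptm5 followed, with log2 fold changes of 1.00 and 1.05. Adjusted over the list alone, 15 of the 18 genes passed at 0.05, against 0 over all genes tested. Of the 12 genes of homeostatic microglia, 11 were tested and 10 were higher, with a median of 1.16 (adjusted p = 0.00538 from limma's camera). Leaving out ctrl replicate 1 lowered this median to 0.65. Fcrls and Cx3cr1 were among the most abundant, at log2 fold changes of 1.51 and 1.47.

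All 18 astrocyte genes tested were lower in dko, with log2 fold changes from −2.19 to −0.09 and a median of −1.03 (adjusted p = 6.05e-07 from limma's camera). Without dko replicate 1 the median was −1.57. Both dko libraries were lower than both ctrl libraries for 14 of the genes, and adjusted over the list alone 9 passed. Gfap fell from 3851 ± 1881 to 1427 ± 413 CPM (SD, n = 2 each). Slc1a3 and Slc1a2 had log2 fold changes of −1.53 and −0.53. Of the lists' members, 18 general myeloid, 7 homeostatic microglial and 15 astrocyte genes had a mean of at least 10 CPM in these oligodendroglial cultures, and no gene was on more than 1 list.

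**Figure D2:**
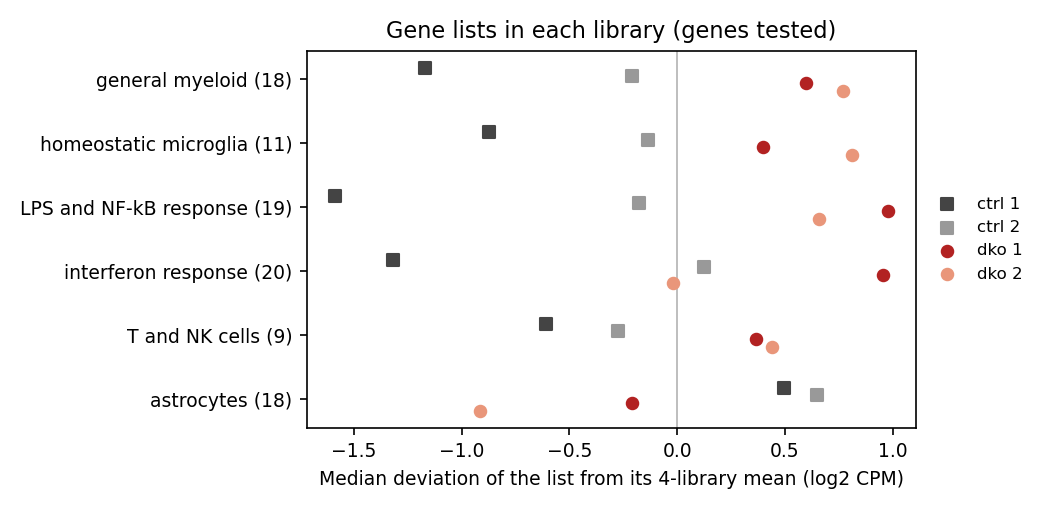
Median deviation of 6 gene lists from their mean over the 4 libraries, in log2 CPM, with 1 symbol per library and the number of genes tested in brackets. Both dko libraries lie above both ctrl libraries for the general myeloid, homeostatic microglia, lipopolysaccharide and NF-κB response, and T and NK cell lists. They lie below them for the astrocyte list and overlap with them for the interferon response list.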

To account for this complication, we filtered the list of upregulated and downregulated genes by removing all genes with predominant expression in microglia and immune cells and little expression in oligodendroglial cells, according to Zhang et al., 2014 [25], and set the base mean count to ≥300. This reduced the number of upregulated genes from 1695 to 974 and the number of downregulated genes from 620 to 363 (Figure 1f). 

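The filter on published cell type expression could not be repeated, as that table was not used here. The base mean, the average of a gene's normalized counts over the 4 libraries, was computed with the size factors of DESeq2. Of the 1577 upregulated genes, 894 had a base mean of at least 300, and of the 580 downregulated genes 328. The median base mean of all upregulated genes was 431 and that of all downregulated genes 481. A limit of 100 left 1163 and 424 genes, and a limit of 1000 left 555 and 227.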

Further filtering of these DEG lists revealed that 106 upregulated and 39 downregulated genes were exclusively expressed in oligodendroglia according to Zhang et al., 2014 [25]. Our DEGs exhibited only a minimal overlap with the genes previously identified as being regulated by Sox2 in a mouse oligodendroglioma model [26]. We also did not detect substantial deregulation of *Rgcc* and *PKCθ*, two previously described Sox2 targets in OPCs [12].

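Rgcc (ENSMUSG00000022018, chromosome 14, 79288756 to 79301645) was measured at 19.2 ± 3.79 CPM in ctrl and 17.6 ± 0.902 CPM in dko (SD, n = 2). Its log2 fold change of −0.12 (standard error 0.18, adjusted p = 0.731 from edgeR's quasi-likelihood test) was smaller than its error, and without ctrl replicate 2 it was 0.10. Prkcq (ENSMUSG00000026778, chromosome 2, 11172108 to 11301222), the gene of PKCθ, was at 69.6 ± 16.1 CPM in ctrl and 50.0 ± 2.20 CPM in dko (SD, n = 2). Its log2 fold change was −0.48 (standard error 0.18, adjusted p = 0.213 from the same test), under the limit of 0.7. It was −0.70 without ctrl replicate 1 and −0.22 without ctrl replicate 2. With the RUVs factor it passed the limit, at −0.71 in both edgeR and DESeq2, the latter combination chosen after the data were seen. The adjusted p of Prkcq from DESeq2 was 0.146 without a factor and 0.0241 with the RUVs factor. With the RUVr factor it was 0.0456, at a log2 fold change of −0.48.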

Gene ontology studies on the 106 upregulated oligodendroglial genes revealed an enrichment of genes related to terms of cell adhesion and cell division (Figure 1g). 

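The published list of oligodendroglial genes was not used here, so genes of cell division and of extracellular matrix and adhesion were examined among all genes tested, whichever cells express them. All 24 genes of a cell division list were higher in dko, 22 of them in both dko libraries than in both ctrl libraries. Their log2 fold changes ran from 0.40 to 1.30 with a median of 0.67 (adjusted p = 7.38e-07 from limma's camera), and 5 met the definition of an upregulated gene. The median was 0.36 without dko replicate 1 and 0.91 without dko replicate 2. Mki67 rose from 110 ± 21.5 to 187 ± 49.2 CPM (SD, n = 2 each), and Top2a and Tpx2 had log2 fold changes of 0.67 and 0.70. Of 25 matrix and adhesion genes, 16 were higher and 9 lower, with a median of 0.60 (adjusted p = 0.0474 from limma's camera) and a range from −1.98 to 1.73. Their median was 0.38 without dko replicate 2. In this list 10 genes were upregulated and 2 downregulated. Col11a1, Itgb1 and Tnc, the most abundant members, had log2 fold changes of 1.18, 0.09 and 0.65. Adjusted over the list alone, 0 cell division genes and 4 matrix and adhesion genes passed at 0.05, against 0 over all genes tested.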

The GO analysis of the 39 downregulated oligodendroglial genes pointed to their involvement in myelination, nervous system development and the positive regulation of oligodendrocyte differentiation (Figure 1h, highlighted in red). These results are in agreement with the previously described roles of Sox2 and Sox3 in OPCs and differentiating oligodendrocytes [11,13,14]. 

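The published list of 39 genes was likewise not used. Genes of the stages of oligodendroglial development, other than those the paper names, were compared instead. Of 17 further genes of premyelinating oligodendrocytes, 12 were lower and 5 higher in dko, with a median log2 fold change of −0.36 (adjusted p = 0.00520 from limma's camera). The median was −0.59 without ctrl replicate 1 and −0.22 without ctrl replicate 2. Sirt2, Gpr17 and Fyn were the most abundant, with log2 fold changes of −0.53, −0.31 and −0.64. That of Gpr17 turned to 0.04 without ctrl replicate 2. Adjusted over the list alone, 7 of the 17 genes passed at 0.05, including Fam107b, which was higher, at 0.441. The 16 genes of OPCs were split evenly, 8 higher and 8 lower, around a median of 0.04 (adjusted p = 0.971 from limma's camera), which changed sign when ctrl replicate 1 or dko replicate 2 was left out. Ptprz1 fell from 1565 ± 441 to 645 ± 140 CPM (SD, n = 2 each), whereas Pdgfra and Vcan had log2 fold changes of 0.31 and −0.02. Of 22 genes of mature oligodendrocytes, 17 were higher and 5 lower, with a median of 0.78 (adjusted p = 0.00264 from limma's camera). It was 0.41 without ctrl replicate 1 and 1.43 without ctrl replicate 2. Their most abundant members went both ways, with log2 fold changes of −0.37 for Cnp, 0.75 for Cldn11 and −0.75 for Gjc3.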

Our RNA-seq studies also showed that the deletion of Sox2 and Sox3 had only mild consequences on the expression levels of genes coding for components of the myelin sheaths and lipid metabolism under our experimental conditions (Figure 1i). Instead, closer inspection of the down-regulated genes drew our attention to *Bcas1*, *Enpp6*, *Nkx2.2* and *Zfp488* (Figure 1j) as four genes prominently associated with the premyelinating oligodendrocyte stage and the onset of the differentiation process [27,28,29,30]. This argues that the previously observed effect of Sox2 and Sox3 on oligodendrocyte differentiation [11] may take place in premyelinating oligodendrocytes and may at least in part be mediated by these factors.

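The 7 myelin genes of Figure 1i had a median log2 fold change of 0.23 in dko (adjusted p = 0.50 from limma's camera). This median was 0.01 without ctrl replicate 1. Mbp was at 2554 ± 950 CPM in ctrl and 2353 ± 47.1 CPM in dko (SD, n = 2), a log2 fold change of −0.12 (standard error 0.28), which was 0.32 without ctrl replicate 2. For Galc and Gstp1 the log2 fold changes were 0.23 and −0.11. Mag had a log2 fold change of 0.65 (standard error 0.27), and 0.33 without ctrl replicate 1. Mog and Omg passed the limit of 0.7. Mog rose from 18.2 ± 5.48 to 41.9 ± 6.51 CPM (SD, n = 2 each), a log2 fold change of 1.20 (standard error 0.25, adjusted p = 0.137 from edgeR's quasi-likelihood test). Omg had a log2 fold change of −0.71 (standard error 0.18, adjusted p = 0.147 from the same test), just past the limit. It was under the limit with the replicate block, with the RUVr factor, with the RUVs factor in edgeR (−0.45), without ctrl replicate 1 (−0.49) and without dko replicate 2 (−0.58). Mog and Omg passed at 0.05 when adjusted over the list alone and in the Wald test of DESeq2.

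The 6 lipid genes of Figure 1i had a median log2 fold change of −0.38 (adjusted p = 0.0160 from limma's camera). Sqle was at −0.68 (standard error 0.10) and Fasn at −0.32. Acss2 at −0.10 and Sgms2 at 0.11 changed by less than their standard errors of 0.11 and 0.21. None of these genes met the definition of a deregulated gene in the main test, and Sqle passed an adjusted p of 0.05 in the Wald test of DESeq2. Sqle was past the limit of 0.7 with the RUVs factor in edgeR (−0.78) and without a filter on low counts (−0.703). It was also past it without ctrl replicate 1 (−0.77), without dko replicate 2 (−0.71) and with the RUVs factor in DESeq2 (−0.78), chosen after the data were seen. A list of 21 other genes of cholesterol and fatty acid synthesis was lower in every gene, each in both dko libraries, with a median of −0.59 (adjusted p = 5.7e-09 from limma's camera). Of these, 7 met the definition of a downregulated gene. The most abundant were Scd2, Scd1 and Hmgcs1, at −0.62, −0.59 and −0.82.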

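The 4 genes were measured as follows. Bcas1 is the most abundant of them, with 59960 and 92595 counts in ctrl replicates 1 and 2 and 40752 and 51233 in dko replicates 1 and 2. This gives 1856 ± 585 CPM in ctrl and 1133 ± 180 CPM in dko (SD, n = 2) and a log2 fold change of −0.71 (standard error 0.27, adjusted p = 0.214 from edgeR's quasi-likelihood test). Bcas1 was thus just past the limit of 0.7. It was under the limit with the replicate block (−0.68), without dko replicate 1 (−0.58) and without ctrl replicate 2 (−0.35). Enpp6 had 10904 and 27083 counts in ctrl and 6856 and 5007 in dko. Its log2 fold change of −1.66 (standard error 0.47, adjusted p = 0.160 from the same test) was the largest of the 4, except without ctrl replicate 2. Nkx2-2 (ENSMUSG00000027434), on the minus strand of chromosome 2 from 147177546 to 147194243, had the most even replicates, with 3566 and 4187 counts in ctrl and 1415 and 1558 in dko. Its level fell from 94.2 ± 11.9 to 36.6 ± 2.39 CPM (SD, n = 2 each), a log2 fold change of −1.36 (standard error 0.13, adjusted p = 0.126 from the same test). Zfp488 had 2472 and 3955 counts in ctrl and 1722 and 1854 in dko, with a log2 fold change of −0.83 (standard error 0.25, adjusted p = 0.167 from the same test).

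All 4 genes were lower in both dko libraries than in both ctrl libraries. After adjustment over the list alone, all 4 passed at 0.05, the largest adjusted p from edgeR being 0.0461. The genes were picked from these libraries, so this is not independent evidence. Over all genes tested, 0 of the 4 passed in edgeR, while Enpp6, Nkx2-2 and Zfp488 but not Bcas1 passed in the Wald test of DESeq2. The ctrl libraries differed from each other for 3 of the genes. Without ctrl replicate 2 the log2 fold change was −0.35 for Bcas1, −0.84 for Enpp6 and −0.43 for Zfp488, and without ctrl replicate 1 it was −1.0, −2.18 and −1.14. For Nkx2-2 the values with each library left out ran from −1.49 to −1.23. Among other transcription factor genes of oligodendroglial cells, Sox10, Olig1 and Myrf had log2 fold changes of −0.15, −0.08 and 0.07, each smaller than its standard error. Their signs changed with the ctrl library left out. Olig2, Sox6 and Sox8 were lower in both dko libraries than in both ctrl libraries, with log2 fold changes of −0.59, −0.72 and −0.40. Of these, Sox6 passed an adjusted p of 0.05 in the Wald test of DESeq2, and Sox6 and Olig2 with the RUVr factor in DESeq2. Olig2, Sox6 and Sox8 passed with the RUVs factor in DESeq2, a combination chosen after the data were seen. Without ctrl replicate 2 the log2 fold changes were −0.25 for Olig2, −0.48 for Sox6 and −0.06 for Sox8. From the lower expression of the 4 genes and their association with the premyelinating stage, the paper proposes that the earlier observed effect of Sox2 and Sox3 on differentiation takes place in premyelinating oligodendrocytes and is at least in part mediated by these factors.

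**Figure D3:**
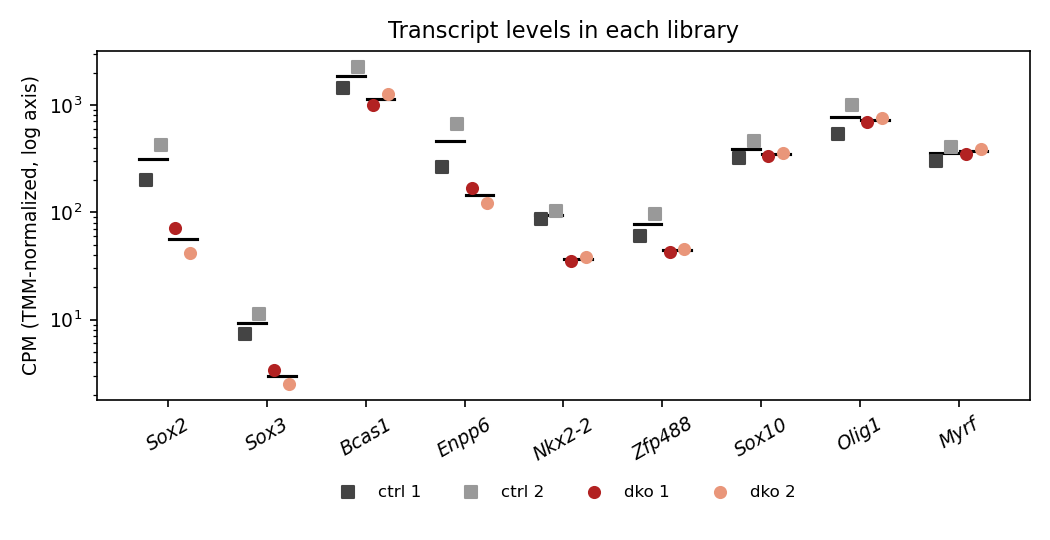
TMM-normalized level of 9 genes in each library, in CPM on a logarithmic axis, with the mean of the 2 libraries of each group as a line. Both dko libraries lie below both ctrl libraries for Sox2, Sox3, Bcas1, Enpp6, Nkx2-2 and Zfp488, and between them for Sox10, Olig1 and Myrf.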

### 3.2. Bcas1 as a Direct Target Gene of SoxB1 Proteins

To investigate whether Bcas1 is a direct transcriptional target of Sox2 and Sox3, we searched previously published ChIP-seq data for Sox2 in neural precursor cells (GEO accession number GSE35496) and for Sox10 and Olig2 in oligodendroglial cells (GEO accession numbers GSE64703 and GSE42447) to identify regulatory regions in or near the *Bcas1* gene and test them for their responsiveness towards Sox2 and Sox3. We identified four such regions with at least one ChIP-seq peak at locations −40 kb (*Bcas1* −40RR), −3.2 kb (*Bcas1* −3.2RR), +20 kb (*Bcas1* +20RR) and +23 kb (*Bcas1* +23RR) relative to the *Bcas1* transcriptional start site (Figure 2a). After insertion of these regions into luciferase reporter plasmids, we analyzed the activity of each region in the absence or presence of SoxB1 proteins following transfection into mouse Neuro2a neuroblastoma cells (Figure 2b–e). Additionally, we included Sox10 in this analysis to compare the activity of Sox2 and Sox3 with a distantly related Sox protein of high relevance in oligodendrocyte differentiation [6]. Among the four analyzed regions, −40RR did not react with increased activity to the presence of any of the tested Sox proteins (Figure 2b). However, −3.2RR responded to Sox2 and Sox3 with increased activity but remained refractory to the presence of Sox10 (Figure 2c). In contrast, Sox10 slightly activated the +20RR and more strongly the +23RR (Figure 2d,e). These two regulatory regions were unresponsive to either Sox2 or Sox3. We conclude from these results, that the *Bcas1* gene has separate regulatory regions, of which one mediates SoxB1-dependent transcriptional activation and two others Sox10-dependent transcriptional activation in vitro.

### 3.3. Enpp6 as a Direct Target Gene of SoxB1 Proteins

Analysis of the *Enpp6* locus identified three regulatory regions in front of the transcriptional start site (*Enpp6* −87RR, *Enpp6* −40RR, *Enpp6* −18RR), four intronic regions (*Enpp6* +1.5RR, *Enpp6* +18RR, *Enpp6* +43RR, *Enpp6* +69RR) and one behind the gene (*Enpp6* +151RR) (Figure 3a). Except for the three most distal downstream regulatory regions, all were responsive towards Sox2, and some of them also towards Sox3 (Figure 3b–f). Three of the regulatory regions (i.e., −40RR, +1.5RR, +18RR) exhibited only mild activation rates that were furthermore comparable between the two SoxB1 proteins and Sox10 (Figure 3c,e,f). In contrast, *Enpp6* −87RR and −18RR were more robustly activated by Sox2 and Sox3 and also exhibited higher SoxB1-dependent than Sox10-dependent activation rates (Figure 3b,d). We conclude from these in vitro experiments that Sox2 and Sox3 are likely to exert their effects on *Enpp6* expression predominantly via the −87RR and −18RR regulatory region.

### 3.4. Zfp488 and Nkx2.2 as Direct Target Genes of SoxB1 Proteins

For the *Zfp488* gene, only the promoter and a region −1.6 kb upstream of the transcriptional start site (*Zfp488* −1.6RR) were identified as potential regulatory regions (Figure 4a). Transfection results in Neuro2a cells identified the −1.6RR region as primarily responsive to Sox2 and Sox3 (Figure 4b), whereas the gene promoter did not change its activity drastically in the presence of either protein (Figure 4c). In the case of the −1.6RR, Sox10 was equally active as Sox2 and Sox3, arguing that this particular regulatory region is strongly responsive to both groups of Sox proteins.

In the *Nkx2.2* locus, four potential regulatory regions had been previously localized and tested for their Sox10-responsiveness [17]. They were named ECR115, ECR19, ECR5 and ECR45 (Figure 4d). Among them, only ECR19 and ECR5 mediated a strong reporter gene activation in the presence of Sox10. When tested for their response towards Sox2 and Sox3, the two regulatory regions showed a weaker reporter gene activation (Figure 4f,g), while ECR115 and ECR45 did not react to any of the Sox proteins (Figure 4e,h).

### 3.5. Sox2 Binding to Responsive Regulatory Regions and Interaction with Transcription Factors Relevant for Premyelinating Oligodendrocytes

Considering that some of the regulatory regions that mediate a Sox2 and a Sox3 response were originally identified as binding regions for other transcription factors, such as Olig2 and Sox10, or have been described as Sox2 binding in neural precursor cells but not oligodendroglial cells, we next performed chromatin immunoprecipitation experiments with anti-Sox2 antibodies. We investigated whether the Sox2-responsive regions of *Bcas1* (−3.2RR), *Enpp6* (−87RR, −40RR, −18RR, +1.5RR, +18RR) and *Zfp488* (−1.6RR, promoter) as well as the evolutionary conserved regions of the *Nkx2.2* gene (ECR19, ECR5) were preferentially precipitated from oligodendroglial chromatin with antiserum directed against Sox2 as compared to the pre-immune control. Despite variation in the exact level, all Sox2-responsive regions were significantly enriched in the precipitate (Figure 5a–d). In contrast, other regions from the *Bcas1* (−40RR, +20RR, +23RR) and the *Enpp6* (+43RR, +151RR) genes that did not respond to Sox2 in our transfection analyses also failed to become enriched in the Sox2-precipitated oligodendroglial chromatin. In most cases, enrichment after Sox2-mediated precipitation was at least slightly stronger with chromatin from differentiated oligodendrocytes than with OPC chromatin. These findings argue that the identified Sox2-responsive regulatory regions of the *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2* genes are likely also bound by Sox2 in vivo (Figure 5a–d).

The onset of *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2* expression in premyelinating oligodendrocytes furthermore correlates with the appearance of Myrf and Nkx2.2 as two transcription factors responsible for oligodendroglial development in this particular stage [29,31]. Therefore, we analyzed whether we could obtain any evidence for the cooperation of Sox2 with either Myrf or Nkx2.2 in the regulation of *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2* expression in reporter gene assays (Figure 5e–h). However, co-transfection of Sox2 with either Myrf or Nkx2.2 did not lead to an increased transcriptional activation of the Sox2-responsive *Bcas1*, *Nkx2.2* or *Enpp6* regulatory regions that was substantially higher than the activation obtained with Sox2 alone. Figure 5e–g shows the results for *Bcas1* −3.2RR, *Nkx2.2* ECR19 and *Enpp6* +1.5RR as examples. Only the *Zfp488* −1.6RR responded in a marked way towards the joint presence of Sox2 and Myrf and exhibited a robust 118-fold activation as compared to a 28-fold activation observed for Sox2 and absent activation in the presence of Myrf alone (Figure 5h). *Zfp488* −1.6RR is thus synergistically activated by Sox2 and Myrf.

### 3.6. Expression of Bcas1, Enpp6, Zfp488 and Nkx2.2 in SoxB1-Deficient Oligodendroglial Cells In Vivo

The data presented so far support the notion that several genes closely associated with the premyelinating stage in oligodendrocytes are under direct transcriptional control of Sox2 and Sox3. To further validate and verify this conclusion in vivo, we used mice that, within their CNS, specifically lack Sox2 and Sox3 in oligodendroglial cells by combining *Sox2^fl^* and *Sox3^fl^* alleles with a Sox10-Cre BAC transgene [9]. It has been shown that in these double conditional knockout (dko) mice, deletion of both genes in oligodendroglial cells is in the range of 94–97% at E15.5, and that these mice do not survive beyond birth.

We prepared transverse spinal cord sections from dko mice at birth and analyzed them in comparison to age-matched control sections for expression of Bcas1, Enpp6, Zfp488 and Nkx2.2 by immunohistochemistry and in situ hybridization. It has previously been shown that the spinal cord expression of all four genes is restricted to oligodendroglial cells at this age [Fard, 2017 #2739; Xiao, 2016 #2800; Wang, 2006 #1425; Ref. [26].

Immunohistochemical staining with antibodies directed against Sox10 confirmed that the overall oligodendroglial numbers were not significantly affected by the loss of Sox2 and Sox3 (Figure 6a–c). However, the number of Bcas1-positive premyelinating oligodendrocytes was more than halved (82.0 ± 19 as compared to 188 ± 5 in controls; Figure 6d–f). Similarly, there was a dramatic reduction of the *Enpp6*-positive and the *Zfp488*-positive cells in the spinal cord of dko mice, as evidenced by in situ hybridization (Figure 6g–l). The Nkx2.2-expressing oligodendroglial cells were also reduced to 19% in dko mice according to immunohistochemical staining for Nkx2.2 (Figure 6m–o). Through the use of antibodies for Bcas1 and Nkx2.2, we confirmed that the expression in dko mice was not only reduced on the transcript but also on the protein level. For Enpp6 and Zfp488, only transcript levels could be studied because none of the commercially available antibodies that we tested worked reliably in our hands. Despite this, the reduction in the number of positive cells for all four markers strongly supports the notion that the oligodendroglial expression of all four genes is under the control of Sox2 and Sox3 in vivo.

## 4. Discussion

In this study, we analyzed the consequences of a combined loss of Sox2 and Sox3 on the oligodendroglial expression profile. Interestingly, we found evidence for downregulation of factors that are relevant for establishing the premyelinating stage. We focused our analysis on *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2*. These genes are downregulated in Sox2/Sox3-deficient oligodendroglial cells and are also strongly associated with the premyelinating stage during developmental myelination as well as remyelination [27,28,29,30].

To investigate whether *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2* constitute direct target genes of Sox2 and Sox3, we used previously published ChIP-seq data to select potential SoxB1-responsive regulatory regions. We were able to identify at least one region for each of the four genes that responded in transient transfection assays to Sox2 and Sox3. Further validation by ChIP-PCR confirmed that each of the Sox2/Sox3-responsive regions was indeed bound by Sox2 in oligodendroglial cells. This strengthens the assumption that the identified regions serve as bona fide Sox2-responsive elements in vivo. Further in vivo support for a direct effector–target gene relationship between Sox2 and Sox3 on the one and the *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2* genes on the other side comes from the observation that all four factors are downregulated in oligodendroglial cells of newborn mice that lack Sox2 and Sox3. Considering the role of Bcas1, Enpp6, Zfp488 and Nkx2.2 in premyelinating oligodendrocytes, it appears reasonable to assume that Sox2 exerts its effects on terminal oligodendrocyte differentiation at least in part through these factors during the premyelinating stage.

When analyzing the potential regulatory regions for their responsiveness towards Sox2 and Sox3, we also tested their ability to react to the presence of Sox10. In the case of the *Bcas1* gene, Sox2 and Sox3 appear to act through a completely different regulatory region than Sox10. For *Enpp6*, the two most responsive regulatory regions have a clear preference for Sox2 and Sox3 as compared to Sox10, while the single regulatory region from the *Zfp488* gene exhibits comparable responsiveness to Sox2, Sox3 and Sox10. In the case of *Nkx2.2*, Sox2 and Sox3 use the same regulatory regions as Sox10 but appear to be less effective. We interpret these data in such a way that *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2* are not only target genes of Sox2 and Sox3 but also of Sox10. Whether regulatory regions are shared between Sox2 and Sox3 on the one hand and Sox10 on the other hand, appears to vary from gene to gene. Reasons for regulation by SoxB1 proteins as well as Sox10 are manifold. SoxB1 proteins and Sox10 may each contribute to the overall activation rate in premyelinating oligodendrocytes. Alternatively, Sox2 and Sox3 could be primarily responsible for activation in premyelinating oligodendrocytes, and Sox10 may take over at later stages once the expression of Sox2 and Sox3 has subsided.

It is intriguing that Sox2 and Sox3 appear to exert their effect on the expression of several genes through different regulatory regions than Sox10. This is in agreement with findings that distantly related Sox proteins (i.e., members of different subgroups of the Sox family) usually use distinct cis-acting regulatory elements and selective interactions with transcriptional partner proteins to exert their effects on target gene expression (for review, see Refs. [15,32,33]). Even in cases where the same regulatory region mediates the effects of SoxB1 proteins and Sox10, different cis-acting elements may be involved.

In this respect, it will be interesting to determine the proteins that Sox2 and Sox3 interact with during the activation of the *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2* genes in premyelinating oligodendrocytes. One potential candidate for such a partner is Myrf, as its expression starts in premyelinating oligodendrocytes under the control of Sox10 [16,31]. Another one is Nkx2.2 [29]. Interestingly, we were able to identify Myrf as a functional interaction partner for Sox2 on the *Zfp488* −1.6RR. However, none of the other major Sox2/Sox3-responsive regions showed any signs of cooperative activation when Myrf or Nkx2.2 were present in addition to Sox2 or Sox3. While we cannot exclude that a common interaction partner for Sox2 and Sox3 exists for activation of *Bcas1*, *Enpp6*, *Zfp488* and *Nkx2.2*, it may well be that Sox2 and Sox3 rely on different interaction partners for each gene. In this context, it deserves to be mentioned that Olig1 has been described as an activator of *Zfp488* expression in oligodendroglial cells [30]. In a similar vein, Olig2, Sox10 and Nfat proteins have been identified as activators of *Nkx2.2* expression [17,29,34,35]. It will therefore be interesting to test in future experiments whether Olig or Nfat proteins cooperate with Sox2 and Sox3 in premyelinating oligodendrocytes during the activation of select genes. Combinations with transcription factors that only become active or start to be present in premyelinating oligodendrocytes could also explain how Sox2 and Sox3 are able to activate specific genes at this developmental stage in addition to the genes they activate earlier on in OPCs.

Despite the remaining open questions, our study helps to explain the role of Sox2 and Sox3 during oligodendrocyte differentiation and unravels at least part of its mode of action by identifying relevant downstream effectors.

## Figures and Tables

**Figure 1:**
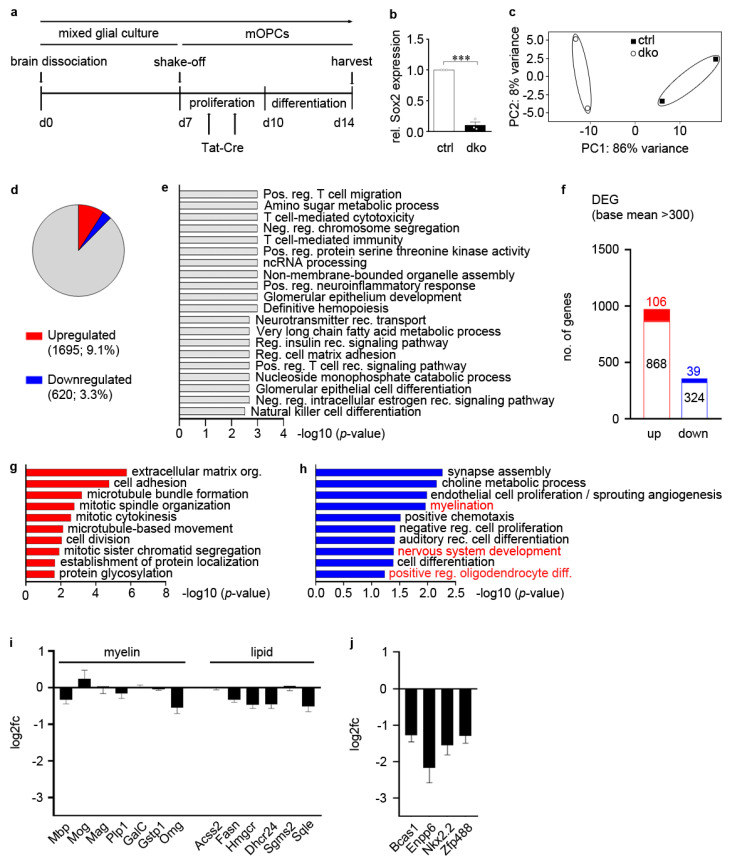
Analysis of SoxB1-dependent expression changes in oligodendroglial cultures after SoxB1 deletion. (**a**) Experimental procedure for obtaining RNA-seq samples. (**b**) Rate of *Sox2* deletion in oligodendroglial cultures from *Sox2^fl/fl^ Sox3^fl/fl^* mice following TAT-Cre application (***, *p* ≤ 0.001). (**c**) PCA plot showing differential clustering of samples from TAT-Cre-treated (dko) and mock-treated (ctrl) oligodendroglial cultures (*n* = 2). (**d**) Pie chart depicting the number of genes with differential expression (DEGs) in TAT-Cre treated oligodendroglial cultures from *Sox2^fl/fl^ Sox3^fl/fl^* mice. The share of upregulated genes is marked in red, the share of downreguated ones in blue as indicated below the pie chart. (**e**) Gene set enrichment analysis (GSEA) of RNA-seq. (**f**) Identification of genes among the DEGs that are expressed (white portion of bars) or even preferentially expressed (filled portion of bars) in oligodendroglial cells. (**g**,**h**) GO term analysis for oligodendroglial-enriched genes upregulated (**g**) or downregulated (**h**) in TAT-Cre-treated oligodendroglial cultures. Terms are sorted by *p*-value. GO terms for downregulated genes discussed in the results are highlighted in red. (**i**,**j**) Expression of myelin genes (**i**), genes associated with lipid metabolism (**i**) and genes associated with the premyelinating state (**j**) in TAT-Cre-treated oligodendroglial cultures from *Sox2^fl/fl^ Sox3^fl/fl^* mice relative to mock-treated controls shown as log2-fold change.

**Figure 2:**
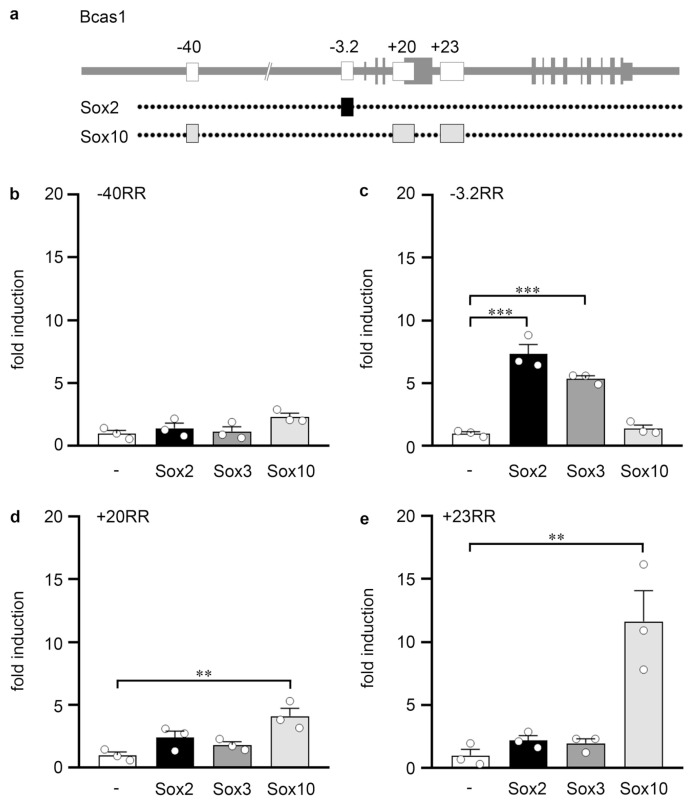
Analysis of Sox-responsive regions in the *Bcas1* locus. (**a**) Scheme of the *Bcas1* genomic locus. Shown at the top is the exon–intron structure of the *Bcas1* gene (vertical lines and boxes in grey correspond to exons) and the localization of the RR (white boxes). Dotted lines below indicate which RR contain Sox2 or Sox10 binding sites according to published ChIP-seq studies for Sox2 in neural precursor cells (GSE35496) and for Sox10 in oligodendroglial cells (GSE64703). (**b**–**e**) Luciferase assays in Neuro2a cells transiently transfected with reporter plasmids carrying the −40RR (**b**), −3.2RR (**c**), +20RR (**d**) and +23RR (**e**) of the *Bcas1* gene in the absence (−) or presence of Sox2, Sox3 or Sox10, as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM with transfections in the absence of any Sox protein set to 1 (*n* = 3, shown as bullets). Differences were statistically significant as determined by one way ANOVA with Bonferroni correction (**, *p* ≤ 0.01; ***, *p* ≤ 0.001).

**Figure 3:**
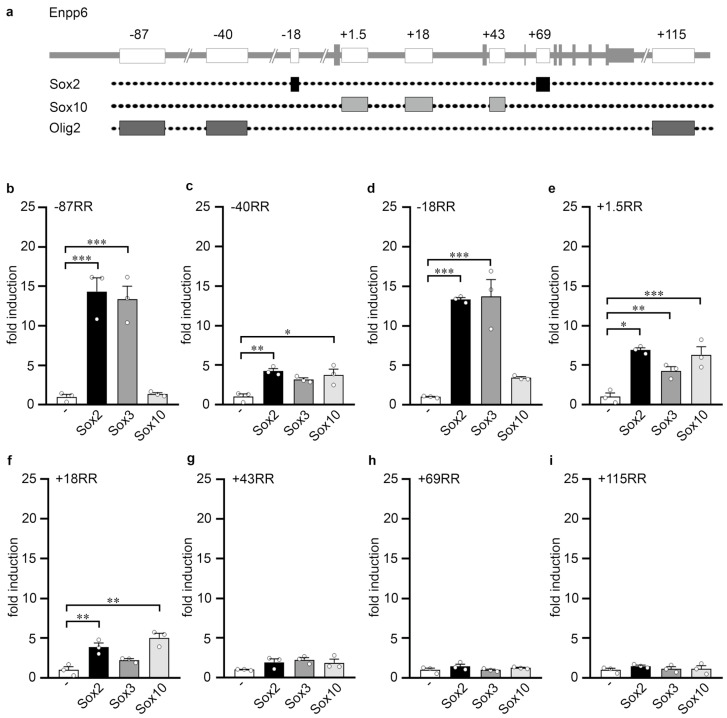
Analysis of Sox-responsive regions in the *Enpp6* locus. (**a**) Scheme of the *Enpp6* genomic locus. Shown at the top is the exon–intron structure of the *Enpp6* gene (vertical lines and boxes in grey correspond to exons) and the localization of the RR (white boxes). Dotted lines below indicate which RR contain Sox2, Sox10 or Olig2 binding sites according to published ChIP-seq studies for Sox2 in neural precursor cells (GSE35496) and for Sox10 and Olig2 in oligodendroglial cells (GSE64703 and GSE42447). (**b**–**i**) Luciferase assays in Neuro2a cells transiently transfected with reporter plasmids carrying the −87RR (**b**), −40RR (**c**), −18RR (**d**), +1.5RR (**e**), +18RR (**f**), +43RR (**g**), +69RR (**h**) and +151RR (**i**) of the *Enpp6* gene in the absence (-) or presence of Sox2, Sox3 or Sox10, as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM with transfections in the absence of any Sox protein set to 1 (*n* = 3, shown as bullets). Differences were statistically significant as determined by one way ANOVA with Bonferroni correction (*, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001).

**Figure 4:**
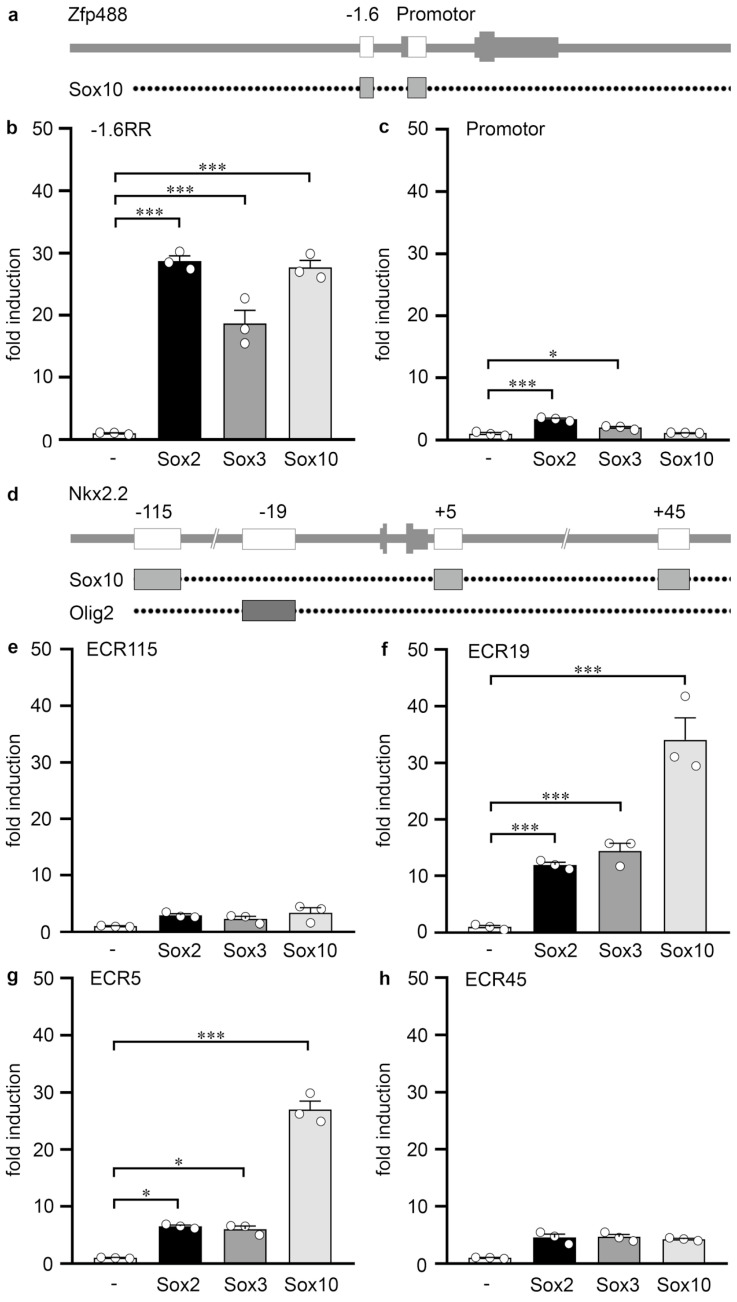
Analysis of Sox-responsive regions in the *Zfp488* and *Nkx2.2* loci. (**a**,**d**) Scheme of the *Zfp488* (**a**) and the *Nkx2.2* (**d**) genomic loci. Shown are introns and exons of the genes (vertical lines and boxes in grey correspond to exons), and the regulatory regions. Dotted lines below the genomic representation indicate which RR contain Sox10 or Olig2 binding sites according to published ChIP-seq studies. (**b**,**c**,**e**–**h**) Luciferase assays in Neuro2a cells transiently transfected with reporter plasmids carrying the −1.6RR (**b**) and the promoter (**c**) of the *Zfp488* gene, as well as ECR115 (**e**), ECR19 (**f**), ECR5 (**g**) and ECR45 (**h**) of the *Nkx2.2* gene in the absence (-) or presence of Sox2, Sox3 or Sox10, as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM with transfections in the absence of any Sox protein set to 1 (*n* = 3, shown as bullets). Differences were statistically significant, as determined by one way ANOVA with Bonferroni correction (*, *p* ≤ 0.05; ***, *p* ≤ 0.001).

**Figure 5:**
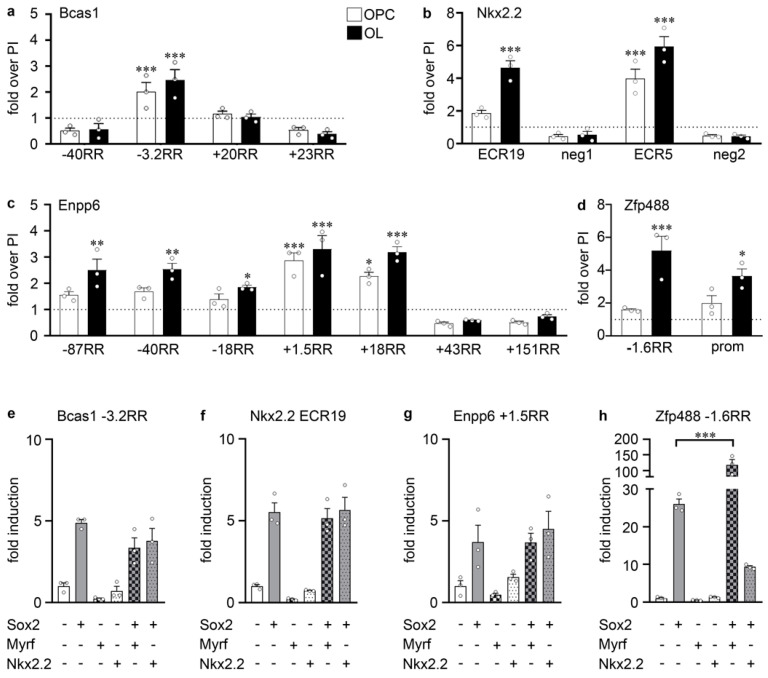
Molecular action of Sox2 on its responsive regions. (**a**–**d**) ChIP experiments on primary rat oligodendroglial cells. Chromatin from OPCs (white bars) or OLs (black bars) was precipitated with an anti-Sox2 antiserum and the corresponding pre-immune serum to detect Sox2 occupancy on Sox2-responsive regions from the *Bcas1* (**a**), *Nkx2.2* (**b**), *Enpp6* (**c**) and *Zfp488* (**d**) genes as compared to negative control regions. Amounts of precipitated chromatin were determined as fold over enrichment obtained by pre-immune serum (set to 1, see dotted line). (**e**–**h**) Luciferase assays in Neuro2a cells transiently transfected with reporter plasmids carrying the *Bcas1* −3.2RR (**e**), the *Nkx2.2* ECR19 (**f**), the *Enpp6* +1.5RR (**g**) or the *Zfp488* −1.6RR (**h**) in the absence (-) or presence (+) of Sox2, Nkx2.2, Myrf or combinations thereof, as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM with transfections in the absence of any Sox protein set to 1 (*n* = 3, shown as bullets). Differences were statistically significant as determined by one way ANOVA with Bonferroni correction (*, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001).

**Figure 6:**
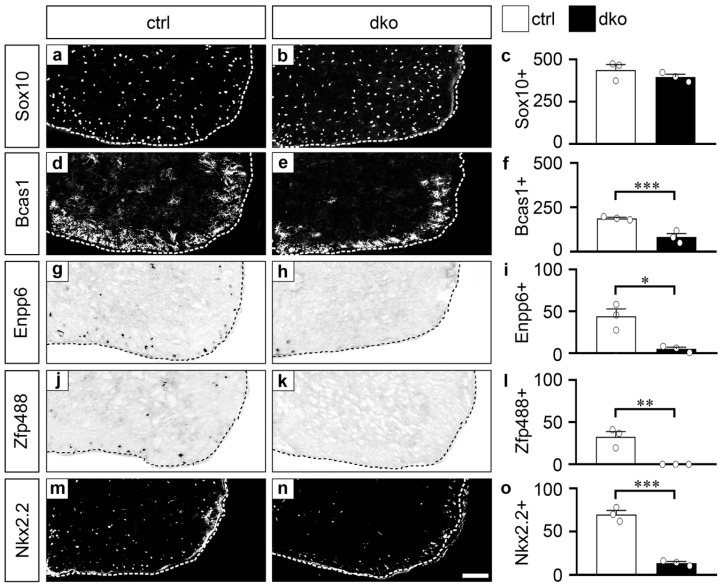
Oligodendroglial expression of Bcas1, Enpp6, Zfp488 and Nkx2.2 in SoxB1 mouse mutants. (**a**–**f**,**m**–**o**) Immunohistochemical staining of transverse thoracic spinal cord sections of newborn wildtype (ctrl; (**a**,**d**,**m**)) and Sox2^fl/fl^ Sox3^fl/fl^ Sox10-Cre (dko) mice (**b**,**e**,**n**) using antibodies directed against Sox10 (**a**,**b**), Bcas1 (**d**,**e**) and Nkx2.2 (**m**,**n**) as well as quantifications of marker-positive cell numbers per section (**c**,**f**,**o**) as mean values ± SEM (*n* = 3 spinal cord specimen, three sections per spinal cord counted in full) from these stainings. (**g**–**l**) In situ hybridization of spinal cord tissue from newborn wildtype (**g**,**j**) and dko (**h**,**k**) mice using antisense riboprobes specific for Enpp6 (**g**,**h**) and Zfp488 (**j**,**k**) and resulting quantifications (**i**,**l**) of transcript-positive cells as mean values ± SEM (*n* = 3 spinal cord specimen, marked by bullets; three sections per spinal cord counted in full). Scale bar: 100 µm (**n**). Statistical analysis was performed with Student’s two-tailed *t*-test (* *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001).

## Data Availability

All data generated or analyzed during this study are included in this published article or were deposited in GEO under accession number GSE263925 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263925].

How the deposited data were processed for this re-analysis (not part of the article)

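Primary oligodendroglial progenitor cells were isolated by shake-off from mixed glial cultures of mouse pups with floxed Sox2 and Sox3 alleles, kept for 3 days under proliferating conditions and for 4 days under differentiating conditions. RNA-seq covered 4 libraries, 2 from cultures given Tat-Cre in 2 applications (dko) and 2 from mock-treated cultures (ctrl). The sample labels name Tat-Cre for all 4 cultures and the genotype of the ctrl cultures as wild-type, so the treatments were taken from the paper. The replicate numbers of the dko libraries follow the sample titles.

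The authors prepared strand-specific mRNA libraries, sequenced them, aligned the reads to GRCm38 and counted reads per gene. They deposited the counts of each library separately, as whole numbers without normalization, for the same 18651 Ensembl genes. The aligner, the counting tool, the treatment of strands and the rule by which genes were left out are not named in the paper's text. The values show 0 mitochondrial genes and a smallest total of 4 counts per gene over the 4 libraries, with 623 genes under 10 counts in every library. The totals lay between 38872252 and 41699745 counts. The paper states that RUVSeq was applied before DESeq2. A correction by 1 factor would leave the 4 libraries with a direction without variance, but the weakest of the 3 possible directions held 13.1% of the variance of the deposited counts, so the counts were treated as uncorrected. Of the genes, 18637 had a symbol and a position in the GENCODE M21 annotation, and 15232 were protein-coding.

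From these counts, edgeR 4.0.16 in R 4.3.3 computed TMM factors and kept 17008 genes with its filter for expression at a minimum count of 10. The groups were compared with its quasi-likelihood test at the default settings, without covariates. The common dispersion was 0.0391. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. The fitted fold changes include a prior count of 0.125, and levels are CPM after TMM normalization. P-values were adjusted by the Benjamini-Hochberg method. Deregulated genes were defined as in the paper, by a log2 fold change of at least 0.7 in either direction and an unadjusted p of at most 0.05. The base mean is the mean of counts divided by the size factors of DESeq2 1.42.0, with a limit of 300. Principal components were computed on variance-stabilized counts of the 500 most variable genes.

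The gene ontology, GSEA and cell type resources of the paper were not used here. In their place, 21 gene lists were written by hand. They cover the genes of Figure 1i and 1j, the stages of oligodendroglial development, other cell types (microglia, myeloid cells, T and NK cells, astrocytes, fibroblasts and mural cells, endothelial cells, neurons, ciliated ependymal cells and Schwann cells), lipid synthesis, the responses to lipopolysaccharide, interferon and p53, cell division, and matrix and adhesion. The lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2, two-sided and adjusted over the lists, with fry beside it.

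The design, the lists, the alternatives and the rule for the genes named were set before the data were examined. The genes named are those the paper names for the RNA-seq or in Figure 1, the 5 genes per direction with the smallest p among deregulated genes with a base mean of at least 300 and no overlap between the groups, the 3 most abundant members of each list, and a few genes as checks (genes of the X and Y chromosomes that tell sex, Sox2ot, Sox1 and Sox21). Results of some of these genes are not reported here. The alternatives were the size factors of DESeq2 in edgeR, the Wald test of DESeq2, no filter and a filter of 10 counts in every library, the replicate number as a block, 1 factor of unwanted variation estimated as in RUVs with edgeR or as in RUVr with DESeq2, adjusted p-values, base mean limits of 100 and 1000, fry, centring on the median of all genes, other gene numbers and scales for the principal components, and leaving out each library. The factors were computed by an own implementation of these methods, as the RUVSeq package was not used here. RUVs with DESeq2, edgeR's newer quasi-likelihood fit and regularized log counts for the principal components were added after the data were seen.

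The procedure was tested on simulated counts of 17008 genes, of which 200 genes were changed. The means, the trend of dispersion with expression level and the library sizes were those of the real data. Genes were drawn independently, and their dispersions did not vary around the trend. Genes raised by 1 and lowered by 2 on the log2 scale had median fitted changes of 1.08 and −2.04. At an adjusted p of 0.05, edgeR called 129 of the 193 changed genes that were tested and 12 unchanged genes. DESeq2 called 129 and 19. The paper's definition called 161 changed and 326 unchanged genes. For a list of changed genes, camera gave an adjusted p of 5.79e-29 and fry 0.0679, and 0 of 20 unchanged lists passed in camera. Because the simulated genes were independent, this cannot show how often camera passes unchanged lists whose genes move together between replicates.

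At the depth of these libraries, a single count is worth 0.0240 to 0.0257 CPM, so the spread between the 2 replicates, and not counting error, sets the precision for all but the genes with few counts. With 2 libraries per group, leaving out 1 leaves a group without replicates. Such fits used the dispersions of the full data and give values without p-values. The positions of the regions tested for Bcas1, Enpp6 and Zfp488 were compared with the annotation only. The reporter assays, chromatin immunoprecipitations, quantitative PCR and stainings of the paper were not analysed here.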

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

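Explanations were tested in this part only after the results were seen, except GC content and transcript length and the chromosome around Sox2. The gene lists, the rule for the genes named and most alternatives were set before the data were examined. The results below concern genes and lists that the paper does not discuss. Each lies higher in both dko libraries than in both ctrl libraries.

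The list of 22 genes of mature oligodendrocytes, beyond the myelin genes of Figure 1i, had a median log2 fold change of 0.78, with 17 genes higher and 14 separated between the groups. It was 0.41 without ctrl replicate 1 and 1.43 without ctrl replicate 2. The ctrl libraries differed from each other by 0.94 in the median level of the list, more than the groups (0.83), so the size of the rise rests on which ctrl library is used. A lower share of oligodendroglial cells would lower these genes as a set, and the median was not lower, although 5 of the 22 were, Cnp and Gjc3 of the 3 most abundant among them. In the same libraries 17 other premyelinating genes had a median of −0.36, which is in line with fewer cells at the premyelinating stage relative to later stages, as a hypothesis. A change in the expression of these genes within cells stays open. No treatment other than Tat-Cre differs between the groups, so a biological reason was not tested further.

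Of 16 genes of fibroblasts and mural cells, 11 were higher, with a median of 1.39 (adjusted p = 0.00903 from limma's camera and 0.130 from limma's fry). Adjusted over the list alone, 10 of the 16 passed at 0.05, including Islr, which was lower. Only 3 of the 16 had a mean of 10 CPM or more, and these moved in both directions. Postn and Pcolce rose by 1.61 and 2.95, while Islr changed by −1.37, the lowest value of the list. Less abundant members, chosen after their values were seen, were higher in both dko libraries than in both ctrl libraries, with log2 fold changes of 2.32 for Col1a1, 2.14 for Col1a2, 2.57 for Col3a1, 2.70 for Lum, 3.11 for Mgp and 2.52 for Fmod. The other members that fell were Tagln at −0.88, Rgs5 at −0.87, Acta2 at −0.36 and Fbln1 at −0.32. Pdgfrb, another less abundant member, rose by 1.16, with both dko libraries above both ctrl libraries. A higher share of fibroblasts in the dko cultures and expression of these genes by glial cells cannot be told apart from these values, because the most abundant members of the list do not move together.

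Of 10 genes of Schwann cells, 9 were tested and all were higher, with a median of 1.10 (adjusted p = 0.000698 from limma's camera and 0.130 from limma's fry). Without ctrl replicate 1 the median was 0.59. Ngfr rose from 7.78 to 50.4 CPM, Pmp22 by 1.20 and Cdh19 by 0.93 on the log2 scale. The source of these transcripts was not tested and stays open.

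The 19 genes of the p53 response had a median of 0.35 (adjusted p = 0.0354 from limma's camera and 0.183 from limma's fry), with 13 higher and 6 lower. Cdkn1a rose by 0.70 and Mdm2 by 0.42, whereas Ccng1 changed by −0.16, and the lowest value of the list was −0.42. Damage to DNA by Cre recombinase, which the dko cultures alone received, and an effect of the loss of Sox2 and Sox3 cannot be told apart, since treatment and deletion coincide.

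The upregulated genes with the smallest p included Ajap1 at 2.70, Ret at 4.97, Dab2 at 1.49 and Msr1 at 2.34 on the log2 scale. None of the alternatives reversed them, and with each library left out they ran from 2.64 to 2.75, 4.59 to 5.49, 1.40 to 1.59 and 2.13 to 2.60. Their adjusted p from edgeR's quasi-likelihood test was 0.126, and over the alternatives that gave a p for Ret it ran from 2.99e-145 to 0.118. The smallest of these came with the RUVr factor in DESeq2, which takes up part of the variation between replicates and so understates the error. Ret was at 3.97 ± 1.70 CPM in ctrl (SD, n = 2). The highest log2 fold change of the general myeloid genes was 1.90. Ajap1, Ret and Msr1 exceeded it, but genes picked for their rise cannot decide whether a higher share of microglia is behind them, and the 2 explanations, more cells or more expression per cell, cannot be told apart for these genes.

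Sox2ot, a noncoding gene that spans Sox2 on the same strand of chromosome 3, rose by 1.03 on the log2 scale (standard error 0.21, adjusted p = 0.137 from edgeR's quasi-likelihood test) while Sox2 fell by 2.47. It had 2461 and 3484 counts in ctrl replicates 1 and 2 and 5387 and 6580 in dko replicates 1 and 2. The fold change was 0.79 without ctrl replicate 1 and 0.73 with the RUVs factor in edgeR. How reads in the overlap of the 2 genes were assigned is not stated, so part of the change may come from counting, and this was not tested. The paper describes floxed alleles in both groups, so another strain's chromosome around Sox2 should not differ between them. If ctrl were wild-type, as the sample labels have it, such a chromosome would disturb the neighbours of Sox2 as well. Within 5 megabases of Sox2, 4 of 60 genes were called, 6.67% against 12.7% of all genes tested (Fisher's exact test, two-sided, p = 0.24), which argues against it.

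GC content and transcript length were weighed as a cause of the calls as a whole. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.105 with GC content and −0.0397 with exon length. After a smooth trend on both was removed, 1979 of the 2157 called genes, 91.7%, were still past the fold change limit, which argues against this bias as the source of most calls.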

How the results depend on the processing

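Most alternatives changed a single choice of the analysis. Those with DESeq2 changed the test together with the scaling and the filter on low counts, and the RUVr factor was tried with DESeq2 only. Further, 3 alternatives were added after the data were seen. Of the tests here, only those 3 were chosen after the results were seen. Where a value changed, the cause was not tested unless it is stated.

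With edgeR, 0 genes passed an adjusted p of 0.05 under the size factors of DESeq2, either filter, the replicate block and the newer quasi-likelihood fit, while between 3682 and 4134 genes passed an unadjusted p of 0.05. The lower number came from the filter of 10 counts in every library. The simulated data gave calls with 2 libraries per group. Their dispersions followed the trend with expression level, without variation from gene to gene around it. Whether the size of the groups explains the 0 in the real data thus cannot be told from them. With the adjusted p in place of the unadjusted p, 0 upregulated and 0 downregulated genes were left, and 0 and 0 with a base mean of at least 300. Other tests did call genes after adjustment. The Wald test of DESeq2 called 1342 higher and 627 lower, the RUVr factor with DESeq2 1585 and 649, the RUVs factor with edgeR 113 and 63, and the added RUVs factor with DESeq2 532 and 382. Both kinds of factor were estimated from the same libraries and take up part of the variation between replicates that the test uses as its error. Calls with a factor, here and below, are thus not independent evidence.

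By the paper's definition, the counts were between 1433 and 1719 upregulated and between 501 and 661 downregulated genes under the other alternatives, against 1577 and 580. With the RUVs factor, edgeR called 983 up and 670 down, and DESeq2 801 and 522. The share of upregulated genes among those called was 73.1% in the main test, 59.5% with the RUVs factor in edgeR and 60.5% with it in DESeq2. Of the 983 genes, 911 were among the 1577, and of the 670, 421 were among the 580. The Wald test of DESeq2 shared 1475 upregulated and 534 downregulated genes with the main test. With a base mean of at least 300, the RUVs factor gave 598 upregulated genes with edgeR and 565 with DESeq2, against 894. A limit of 1000 gave 555, because fewer genes are eligible. The median of all genes tested stayed between −0.03 and 0.01 under every scaling. Counts of genes cannot be had with a library left out, as a group would then hold 1 library.

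The labels give both groups replicates 1 and 2. The differences between replicates 1 and 2 of ctrl and dko had a correlation of 0.108 over 15532 genes, in a single comparison of 2 pairs, and nothing in the paper pairs the cultures. This value and the block below rest on the replicate numbers of the dko sample titles. With the numbers of the data names the correlation would have the opposite sign, and the block was not run with them. With the replicate number as a block, 1719 genes were up, 555 down and 0 passed after adjustment, with a smallest adjusted p from edgeR of 0.0817.

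Sox2, Sox3, Bcas1, Enpp6, Nkx2-2 and Zfp488 kept their direction under all alternatives. They passed an adjusted p of 0.05 under some of them. These were the Wald test of DESeq2 for Sox2 (−2.47), Sox3 (−1.66), Enpp6 (−1.67), Nkx2-2 (−1.37) and Zfp488 (−0.84), and the RUVr factor with DESeq2 for Sox2 (−2.37), Sox3 (−1.63), Bcas1 (−0.71), Nkx2-2 (−1.375) and Zfp488 (−0.81). They were also the RUVs factor with edgeR for Nkx2-2 (−1.51) and Zfp488 (−1.15), and that with DESeq2 for Sox3 (−1.83), Bcas1 (−1.07), Nkx2-2 (−1.52) and Zfp488 (−1.15). With each library left out, the ranges were −2.93 to −1.83 for Sox2, −1.92 to −1.31 for Sox3, −1.0 to −0.35 for Bcas1, −2.18 to −0.84 for Enpp6, −1.49 to −1.23 for Nkx2-2 and −1.14 to −0.43 for Zfp488. The values closest to 0 came without ctrl replicate 2.

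With fry in place of camera, no list passed after adjustment. The lists concerned were higher for mature oligodendrocytes (0.78), homeostatic microglia (1.16), general myeloid cells (1.29), T and NK cells (0.91), lipopolysaccharide and NF-κB (1.785), interferon (1.04), fibroblasts and mural cells (1.39), Schwann cells (1.10), cell division (0.67), matrix and adhesion (0.60) and p53 (0.35). They were lower for the lipid genes of Figure 1i (−0.38), the 4 genes of Figure 1j (−1.095), other premyelinating genes (−0.36), other lipid synthesis (−0.59), astrocytes (−1.03) and neurons (−0.81). The medians are the same, as only the test changes. Fry also missed the list changed in the simulated data, at an adjusted p from limma of 0.0679. The simulated genes were independent, so that result cannot decide between camera and fry for lists that move together between replicates.

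With each library left out, the medians ran from −0.59 to −0.22 for other premyelinating genes, −0.107 to 0.26 for OPCs, 0.59 to 1.25 for T and NK cells, −1.57 to −0.77 for astrocytes, 1.45 to 1.83 for fibroblasts and mural cells, −0.095 to 0.55 for endothelial cells, −1.05 to −0.65 for neurons and −0.45 to −0.18 for ciliated ependymal cells. The OPC and endothelial medians thus took either sign. The endothelial median was also 0.38 with at least 10 counts in every library. The share of the first principal component was 74.9% over all genes and 78.7% with log2 CPM.

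Genes with a change near 0 took either sign with single libraries left out. The ranges were −0.31 to 0.10 for Rgcc, −0.39 to 0.13 for Sox10, −0.33 to 0.11 for Sox5, −0.13 to 0.30 for Myrf, −0.45 to 0.44 for Olig1, −0.0146 to 0.0106 for Nfatc3, −0.188 to 0.0882 for Rpl8, −0.46 to 0.32 for Mbp, −0.10 to 0.35 for Sgms2, −0.594 to 0.0373 for Gpr17, −0.124 to 0.0536 for Vcan, −0.34 to 0.64 for Lck, −0.17 to 0.25 for Ifit2, −0.505 to 0.0900 for Dnah9, −0.882 to 0.0734 for Xist, −0.29 to 0.42 for Ddx3y, −0.68 to 0.53 for Eif2s3y, −0.29 to 0.45 for Kdm5d and −0.31 to 0.57 for Uty. With the RUVs factor, the sign changed for Myrf (−0.16 with edgeR and −0.165 with DESeq2), Sgms2 (−0.021 and −0.026), Lck (−0.164 and −0.163), Ddx3y (−0.26 and −0.27), Eif2s3y (−0.345 and −0.353), Kdm5d (−0.235 and −0.240), Uty (−0.179 and −0.184) and Nfatc3 (−0.0105 and −0.0150). Eif2s3y was also −0.055 with the replicate block and −0.011 with the RUVr factor. Nfatc3, at 0.0038 in the main test, was −0.0071 with the size factors of DESeq2, −0.0071 with its Wald test, −0.0216 without a filter, −0.0133 with at least 10 counts in every library and −0.0074 with the RUVr factor. For the other named genes, an adjusted p of 0.05 was passed in 145 results that did not pass in the main test, 41 under the Wald test of DESeq2, 52 with the RUVr factor and DESeq2, 14 with the RUVs factor and edgeR and 38 with the RUVs factor and DESeq2. With a library left out, their values changed direction in 30 results and moved by more than each gene's own spread between replicates in 4. In the other 342 they kept their direction within that spread, which is wide for many genes, so that large changes in size are among them. Without ctrl replicate 2, for instance, Fcrls was at 2.85 against 1.51, and without ctrl replicate 1 Ctss was at 0.54 against 1.00 and Cldn11 at 0.28 against 0.75.

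The filter on low counts kept 9 of 22 genes of T and NK cells, 7 of 12 endothelial genes and 12 of 18 genes of ciliated ependymal cells. Whether the others are not expressed or too rare for this depth was not tested.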

Differences from the paper's values

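The paper's values for single genes below were read from bars of a figure whose error bars its legend does not define. In each case, the alternatives set before the data were examined are compared. A gap counts as closed where the value has the sign of the paper's value and lies within the SD between replicates of it, which is a wide limit for Mag (0.551) and Bcas1 (0.516) and leaves distances nearly as large as that SD.

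Among the myelin genes, the log2 fold change of Mog was 1.20, against the paper's value of about 0.24 in Fig. 1i, read by eye. None of the alternatives set before the data were examined closed this gap. The lowest among them was 0.86, with the RUVs factor in edgeR. For Mag the value was 0.65, against the paper's about 0.03 in Fig. 1i, read by eye. The gap closed with the RUVs factor in edgeR (0.29), without ctrl replicate 1 (0.33) and without dko replicate 2 (0.54), and remained under the others. The RUVs factor with DESeq2, chosen after seeing the values, gave 0.28. For Gstp1 the value was −0.11, against the paper's about −0.03 in Fig. 1i, read by eye, and no alternative closed the gap.

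Among the lipid genes, the log2 fold change of Sqle was −0.68, against the paper's about −0.5 in Fig. 1i, read by eye. It closed without ctrl replicate 2 (−0.58) and under no other alternative.

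Of the premyelinating genes, Bcas1 had a log2 fold change of −0.71, against the paper's about −1.3 in Fig. 1j, read by eye. The gap closed with the RUVs factor in edgeR (−1.07), without ctrl replicate 1 (−1.0) and without dko replicate 2 (−0.88). Nkx2-2 was at −1.36, against the paper's about −1.6 in Fig. 1j, read by eye. The gap closed with the RUVs factor in edgeR (−1.51), without ctrl replicate 1 (−1.49) and without dko replicate 2 (−1.43). The other alternatives set before the data were examined left both gaps. The RUVs factor with DESeq2, chosen after seeing the values, gave −1.07 for Bcas1 and −1.52 for Nkx2-2. Enpp6 at −1.66 and Zfp488 at −0.83 were also smaller in size than the paper's about −2.2 and −1.3, read by eye. In the main test both lay within the SD between replicates of 1.0 and 0.504.

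The numbers of deregulated genes, 1577 up and 580 down, were within 1.5 times of the paper's 1695 and 620. The Wald test of DESeq2 on the deposited counts, without a factor of unwanted variation, gave 1695 and 620 genes, the paper's numbers. With a base mean of at least 300, the same test gave 976 and 363 genes, against the paper's 974 and 363, without the filter on cell types that the paper describes. The first principal component held 87.6% of the variance, against the paper's about 86% in Fig. 1c, read by eye. It held 86.2% over the 1000 most variable genes and 86.1% with regularized log counts, the latter chosen after seeing the data.

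The paper names the −1.6RR of Zfp488 as lying upstream of the gene's start. By the GENCODE M21 annotation of GRCm38 its middle lies 1.78 kb downstream of the annotated 5′ end, in the intron. The region that the paper calls the promoter lies farther downstream, at 3.69 kb, so the −1.6RR is upstream of that region. The paper's text gives no coordinate for the start it used, which may differ from the annotated 5′ end.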

Other observations

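Explanations were tested in this part only after the results were seen. The gene lists, the rule for the genes named and most alternatives were set before the data were examined.

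The lower levels of Bcas1, Enpp6, Nkx2-2 and Zfp488 in dko were set against 8 broad oligodendroglial genes that the paper names, whose median log2 fold change was −0.0044. The median of the 4 genes relative to that of the 8 changed by −1.02 between the groups, with a spread of 0.06 between replicates. A lower share of oligodendroglial cells in the dko cultures would lower both sets, so this argues against it as the whole cause. A candidate explanation is a lower share of cells at the premyelinating stage. It predicts a fall of other premyelinating genes together with a rise of mature genes, and both medians went this way, at −0.36 and 0.78. The rise was not general, as 5 of the 22 mature genes fell, Cnp (−0.37) and Gjc3 (−0.75) among them. The mature median was 0.41 without ctrl replicate 1, and the myelin genes of Figure 1i had a median of 0.23, or 0.01 without ctrl replicate 1. This hypothesis was found and tested on the same libraries, and it stays open beside a direct effect on the 4 genes within cells. For 3 of the 4 genes the fall also rests on ctrl replicate 2, without which Bcas1 was at −0.35, Enpp6 at −0.84 and Zfp488 at −0.43.

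The rise of myeloid genes was seen in 18 of 18 general genes and in 10 of 11 homeostatic microglial genes. The homeostatic median of 1.16 was close to the general median of 1.29. Without ctrl replicate 1 the homeostatic median was 0.65. Sall1, the homeostatic gene that fell, was at −0.71 and met the definition of a downregulated gene. A rise of both lists is what a higher share of microglia in the dko cultures predicts, as a hypothesis. The most abundant general members, Lyz2, Ctss and Laptm5, were at 1631, 544 and 510 CPM in ctrl and 6012, 1089 and 1055 CPM in dko. Activation of the microglia stays open as well. Genes of the response to lipopolysaccharide and NF-κB may reflect the Tat-Cre protein itself or endotoxin in it, which only the dko cultures received, or the loss of Sox2 and Sox3. These cannot be told apart, because protein and deletion coincide. The mock-treated ctrl libraries, which received neither, already differed from each other by 1.41 in the median level of this list.

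A lower share of oligodendroglial cells would raise the genes of every other cell type alike. Astrocyte genes fell by 2.51 on the log2 scale relative to general myeloid genes between the groups, with a spread of 0.84, which argues against it. All 18 astrocyte genes tested were lower, with a median of −1.03 and −1.57 without dko replicate 1. A lower share of astrocytes and lower expression within astrocytes cannot be told apart, since both would lower the same genes and no other measure of the number of astrocytes was used here. Sox2 changed by −1.29 relative to the median of the astrocyte genes, with a spread of 0.65. Single astrocyte genes fell nearly as far as Sox2 (−2.47, and −1.83 without ctrl replicate 2), such as Slc4a4 at −2.19 and Id4 at −1.93. A comparison with the median thus cannot decide whether a loss of astrocytes alone lowered Sox2.

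Lists of 3 further cell types were examined. Of 14 neuronal genes, 13 were lower, with a median of −0.81 (adjusted p = 0.000169 from limma's camera and 0.130 from limma's fry). Map2 and Dcx had log2 fold changes of −0.71 and −1.35, and Tubb3, the one that was higher, 1.05. Of the 14, 5 had a mean of at least 10 CPM. Of 18 genes of ciliated ependymal cells, 12 were tested, with a median of −0.28 (adjusted p = 0.173 from limma's camera). It was −0.45 without ctrl replicate 2 and −0.18 without ctrl replicate 1. Foxj1 was at −0.73, Ccdc39 at 0.18 and Dnah9 at −0.24. Of 12 endothelial genes, 7 were tested, with a median of −0.03 (adjusted p = 0.591 from limma's camera) that changed sign with several libraries left out, for instance to 0.55 without dko replicate 2. Flt1, Kdr and Pecam1 had log2 fold changes of −0.68, −1.10 and 1.13. No explanation was tested for these lists.

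Among relatives of the deleted genes, Sox21 had a log2 fold change of −1.65 (standard error 0.30, adjusted p = 0.135 from edgeR's quasi-likelihood test), with 56.6 ± 4.83 CPM in ctrl and 18.0 ± 7.30 CPM in dko (SD, n = 2). It was lower in all alternatives, between −2.16 and −1.29 with each library left out. Sox1 had a log2 fold change of −0.22 and was at 8.04 ± 0.974 CPM in ctrl and 6.89 ± 1.01 CPM in dko (SD, n = 2). It was −0.08 without dko replicate 2. Sox9 had a log2 fold change of −0.48, which was −0.31 without dko replicate 2. Sox5, at −0.13, was 0.11 without ctrl replicate 2. Rpl8, the reference gene of the paper's quantitative PCR, was at −0.03 and took either sign with single libraries left out.

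Both female and male cells were present in each library. Xist had 16210 and 14627 counts in ctrl replicates 1 and 2 and 15947 and 8389 in dko replicates 1 and 2. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had log2 fold changes of 0.12, 0.06, 0.14 and 0.21 with standard errors of 0.29, 0.41, 0.30 and 0.33, so no difference in sex between the groups was detectable. Their signs changed without dko replicate 2 and with the RUVs factor in edgeR, to −0.26, −0.35, −0.24 and −0.18 with the latter.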
